# A robust mouse liver organoid platform enables sustained multicellular maturation and fibrosis modeling from a single tissue sample

**DOI:** 10.1038/s41598-026-42990-2

**Published:** 2026-03-19

**Authors:** Yingyu Liang, Yongqin Ye, Hua Xie, Vincent Chi Hang Lui, Yan Chen, Paul Kwong Hang Tam

**Keywords:** Liver organoid platform, Hepatic stellate cell, A single liver tissue, Liver fibrosis modeling, Biotechnology, Cell biology, Diseases, Medical research, Stem cells

## Abstract

Efficient isolation and culture of liver organoids are critical for studying liver fibrosis, liver regeneration and drug toxicity and screening. However, preserving mature hepatobiliary characteristics and concurrently incorporating fibrosis-producing hepatic stellate cells (HSCs) remains a significant challenge, often hindering the large-scale production of organoids capable of replicating key liver functions. Here, we report a robust 3D organoid culture system that enables simultaneous isolation and long-term propagation of primary hepatocytes, cholangiocytes, and HSCs from a single source of mouse liver tissue. By supplementing the Hep-Med with Notch signaling inhibitor and dexamethasone, we achieved sustained organoid maturity, including stable albumin production, metabolic activity, and liver-specific gene expression, over multiple passages in culture. Quiescent HSCs within the system retained lipid droplets and could be activated into a myofibroblast-like phenotype, also called activated HSCs, via TGFβ stimulation. Activated HSCs impaired the proliferation and stemness, and induced epithelial-mesenchymal transition (EMT) of Hep-Orgs and Cho-Orgs, enabling in vitro liver fibrosis modeling. Optimized for minimal tissue input, this platform maximizes tissue utilization efficiency while preserving the liver’s heterogeneous cellular architecture. Its versatility supports diverse applications in liver disease modeling, drug discovery, and regenerative medicine.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-42990-2.

## Introduction

The liver, a central hub for metabolism and detoxification, is persistently vulnerable to diverse pathological insults. Globally, the prevalence of hepatic diseases—such as metabolic dysfunction-associated steatotic liver disease (MAFLD)—and biliary disorders, including cystic fibrosis-associated cholangiopathy, continues to rise alarmingly^1,2^. Current clinical strategies, spanning pharmacotherapy to liver transplantation, face critical limitations: donor shortages, suboptimal efficacy in advanced disease, and procedural risks^3^. These unresolved challenges underscore the pressing need for innovative therapeutic solutions.

In recent years, organoids—self-organizing 3D cultures capable of recapitulating organotypic features in vitro^4^—have emerged as transformative tools for studying tissue physiology, disease mechanisms, and drug responses^5^. These systems leverage the self-assembly potential of pluripotent stem cells, adult stem cells, or tissue-derived progenitor cells, enabling long-term expansion with preserved genetic stability^6^. Notably, human tissue-derived organoids retain donor-specific genetic and phenotypic signatures, thereby faithfully mirroring the physiological and pathological traits of their native cell sources^4,7^.

Huch et al. pioneered systems for generating cholangiocyte organoids (Cho-Orgs) from Lgr5^+^^8^ or EpCAM^+^^9^ liver cells, enabling long-term expansion and in vitro differentiation into hepatocyte-like cells (HLCs). These HLCs exhibit functional traits such as albumin (ALB) secretion and liver-specific metabolic activities. However, differentiated Cho-Orgs retain persistent cholangiocyte marker expression, reflecting incomplete hepatocyte maturation, and lose proliferative capacity after limited passages^6^. In contrast, hepatocyte organoids (Hep-Orgs) demonstrate advanced hepatic maturation, closely mirroring primary hepatocytes (Pri-Hep) in marker expression and functional profiles^10^. Recent advances in expandable Hep-Orgs cultures involve embedding primary hepatocytes in Matrigel, yielding organoids morphologically distinct from biliary progenitor-derived systems^10,11^.

In this study, we developed a refined 3D organoid platform that enables simultaneous isolation and expansion of primary hepatocytes, cholangiocytes, and hepatic stellate cells (HSCs) from a single murine liver sample. Supplementation with a Notch signaling inhibitor (DAPT) and dexamethasone sustained mature hepatic phenotypes across serial passaging, as demonstrated by persistent albumin secretion, metabolic functionality, and stable expression of hepatocyte-specific genes. Quiescent HSCs within the system retained lipid storage capacity and underwent TGFβ-responsive fibrogenic activation. Co-cultured with activated HSCs, Hep-Orgs and Cho-Orgs showed lower proliferation and stemness, and higher level of EMT, providing a robust model for in vitro fibrosis studies. The platform operates efficiently with minimal tissue input while achieving high cellular yield and preserving the majority of the native tissue architecture. By integrating multicellular diversity, functional maturity, and disease modeling capabilities, this system serves as a versatile tool for advancing liver disease research, drug screening, and regenerative therapies.

## Results

### Murine Hep-Orgs originating from single mature hepatocytes

We isolated primary hepatocytes from wild-type adult BALB/c mouse liver by combining density-gradient centrifugation with percoll solution and EpCAM-negative selection (EpCAM-) beads sorting, then suspended the cells in Matrigel™ for organoids culture (Fig. 1A). During the first passage of culture, the organoids showed three distinct morphological subtypes including grape-like, round-like and intermediate when continuously used the Hep-Medium (Hep-Med) described by Hans Clevers group^10^. (Fig. 1B). With increasing culture time, the Hep-Orgs gradually transitioned from a grape-like structure to an intermediate form and eventually grew in a round-like shape. Three subtypes of Hep-Orgs were picked out and the differentiate genes expression of was examined by Smart-Seq analysis. 

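In the Smart-Seq experiment, P0 organoids of the grape-like, intermediate and round-like subtypes were picked, their mRNA was amplified as full-length cDNA, and 1 library per subtype was sequenced, so that the 3 libraries hold no replicates. The values are FPKM (fragments per kilobase of gene, scaled to the library total) as computed by the authors, for 20729 genes listed by symbol. Between 40080000 and 40320000 fragments per library were estimated from the steps between the values of low genes and the lengths of genes with a single transcript in GENCODE M21. Levels were compared as log2 ratios after a pseudocount of 1 had been added to each FPKM, without a test. The 95% confidence intervals are centred on these ratios, and their width comes from a normal approximation to the log ratio of 2 fragment counts. They leave out the effect of the pseudocount. The cDNA was amplified and molecular identifiers were not used, so these intervals cover counting error only and not the spread between organoids. For a list of genes, the percentile of its median log2 ratio among the medians of 10000 random lists matched on mean expression was computed.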

The results showed the markers of hepatocyte (*Alb*, *Afp*, *Hnf4α*) were higher in grape-like Hep-Orgs than the round-like shape, yet were lower for the cholangiocyte markers *Krt19*, *Krt7* or *Sox9*, and the intermediate subtype showed genes expression between other two subtypes beside *Alb*, *Hnf4α* were higher that of grape-like subtype (Fig. 1C). 

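Alb (ENSMUSG00000029368, chromosome 5 of GRCm38 from 90460897 to 90476602) had 3649 FPKM in the grape-like, 5729 FPKM in the intermediate and 565 FPKM in the round-like library. The log2 ratio of grape-like to round-like was 2.69 (95% confidence interval 2.68 to 2.70). Afp (ENSMUSG00000054932, chromosome 5 from 90490737 to 90508907) had 584, 456 and 76.8 FPKM in the same order, with a log2 ratio of grape-like to round-like of 2.91 (2.88 to 2.94). Hnf4a (ENSMUSG00000017950, chromosome 2 from 163506808 to 163572910) had 22.9 FPKM in the grape-like, 79.1 FPKM in the intermediate and 36.5 FPKM in the round-like library, and its log2 ratio of grape-like to round-like was -0.65 (-0.71 to -0.60). Krt7 had 4.05, 29.9 and 64.9 FPKM, Krt19 had 9.86, 208 and 272 FPKM, and Sox9 had 6.22, 17.7 and 24.8 FPKM in the grape-like, intermediate and round-like libraries. Their log2 ratios of grape-like to round-like were -3.71 (-3.79 to -3.62), -4.65 (-4.76 to -4.54) and -1.84 (-1.94 to -1.74). Of these 6 markers, 5 differed between the grape-like and round-like libraries in the direction the paper gives, and the exception was Hnf4a. The alternative that moved one of these ratios most was a pseudocount of 0.1. Under it, Krt7 had a log2 ratio of grape-like to round-like of -3.97, outside the interval given above. The macrophage gene Lyz2 had 5942 FPKM in the grape-like library against 887 FPKM in the round-like library. Other liver cells among the picked organoids are a candidate explanation, which 1 library per subtype leaves open. From the loss of the hepatocyte markers, the paper reasons that the culture conditions had to be refined.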

The loss of hepatocyte makers prompted us to refine culture conditions. Eventually resulting in more mature Hep-Orgs in the Hep-Med with DAPT and dexamethasone (Dex). Consistent with the morphology of organoids in Hep-Med, Hep-Orgs with DAPT, Dex and DAPT + Dex showed round-like appearance (Fig. 1D). The organoids in Hep-Med showed increased levels of *Alb*, *Hnf4α* and reduced *Krt7* (Fig. 1E) indicated a more mature Hep-Orgs. To further confirm the long-term use of DAPT and Dex was needed, we removed these two molecules from the third passage of culture, the expression of *Alb* markedly reduced (Fig. 1F) suggested the importance for DAPT and Dex in maintaining the expression of ALB. Interestingly, the organoids could be passaged by mechanical disruption at a ratio of 1:4 every 4–7 days to obtain the high-*Alb* mature Hep-Orgs, but not at a higher dilution such as 1:6 which the expression of *Alb*, *Hnf4α* were reduced, while the *Krt7* was increased (Fig. 1G–H). Compared to the P0 organoids in Hep-Med, the Hep-Orgs in Hep-Med with DAPT and Dex consistently maintained a rounded morphology throughout the culture period, which corresponds to the disappearance of the other two morphological subtypes (Fig. 1I).

**Fig. 1:**
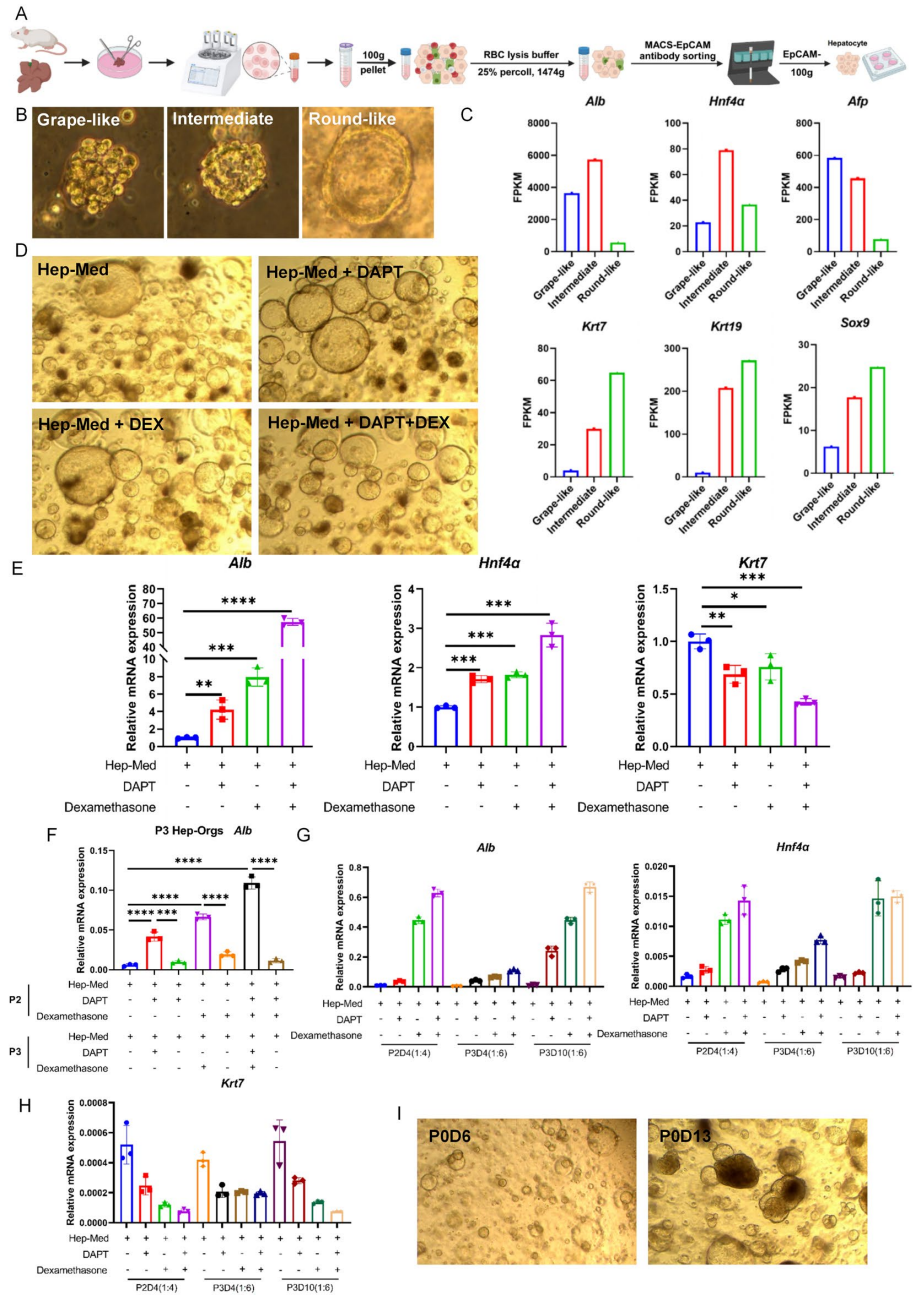
Establishment of 3D culture system of murine hepatocyte organoids. (**A**) Schematic depicting the isolation of primary hepatocytes. (**B**) Representative images of three different morphologies of Hep-Orgs at Passage 0 (P0). (**C**) Comparison of the expression of hepatocyte and cholangiocyte markers among three morphological subtypes of Hep-Orgs (P0). (**D**) Representative images of Hep-Orgs (P1) in Hep-Med supplemented with DAPT, Dex and DAPT + Dex. (**E**) qRT-PCR analysis of gene expression of hepatocyte markers and cholangiocyte markers in Hep-Orgs in different culture medium with or without DAPT, Dex and DAPT + Dex. Data are represented as mean ± SD. (**F**) qRT-PCR analysis of *Alb* expression in Hep-Orgs cultured in medium with or without DAPT, Dex and DAPT + Dex. Data are represented as mean ± SD. (**G**–**H**) qRT-PCR analysis of *Alb*, *Hnfa* and *Krt7* expression in Hep-Orgs with different ratio of passaging and different culture time points. Data are represented as mean ± SD. (**I**) Representative images of Hep-Orgs at Passage 0 (P0) in Hep-Med supplemented with DAPT, Dex.

### Hep-Orgs retain gene expression profiles of hepatocytes

We further examined the gene expression profiles in long-term culture of Hep-Orgs in the Hep-Med supplemented with DAPT and Dex. The morphology of the organoids showed a round-like structure from passage 0 (P0) to P10 (Fig. 2A). Bulk mRNA sequencing was performed for Hep-Orgs and cholangiocytes organoids (Cho-Orgs) from mice (*n* = 3) and compared to their primary hepatocytes. 

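The primary hepatocytes (Pri-Hep) and the Hep-Orgs at P1, P5 and P10 were sequenced as 12 bulk poly(A) libraries, 3 per group. The legend of Fig. 2 assigns the replicates to 3 mice and the methods of the paper to independent cell cultures, so it is not settled which of these an n = 3 counts. The paper cultured these Hep-Orgs in Hep-Med supplemented with DAPT, an inhibitor of Notch signalling, and dexamethasone (Dex). The authors' FPKM were given for 31053 genes with Ensembl identifiers, coordinates and a length, and 29769 of these genes have the coordinates of GENCODE M21, which places them on GRCm38. FPKM multiplied by length was a whole multiple of 1 step in 100% of the values of each library, so that the fragments per gene could be computed. Between 15332390 and 18134869 fragments per library were counted on genes in Pri-Hep, between 17842933 and 27160365 at P1, between 18827825 and 19316707 at P5 and between 14068906 and 18022217 at P10. The median-ratio size factor was 1.00184 in each of the 12 libraries, so the authors' values already include such a scaling. Differential expression was tested here with limma (lmFit, eBayes with trend, two-sided) on log2(FPKM + 1) for the 10986 genes with an FPKM of at least 1 in at least 3 libraries. The p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The Cho-Orgs of the same paragraph are in another table that was normalized separately, so their levels are set beside these only descriptively.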

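Principal component analysis of log2(FPKM + 1) gave 13.2% of the variance to PC1 and 11.0% to PC2 over the 12 libraries of Pri-Hep and Hep-Orgs. In 100 simulations in which the libraries differed by counting noise alone, PC1 took 11.3% to 13.7%. The median Spearman correlation over all pairs of libraries was at least 0.9975 in these simulations, so the libraries differed by more than counting noise. The median Spearman correlation across genes was 0.9959 for the 12 pairs of libraries within a group and 0.9958 for the 54 pairs between groups. The mean distance between libraries of different groups was 1.04 times that within groups, a ratio reached by 257 of all partitions into 4 groups of 3 (one-sided exact permutation test, p = 0.0167). The exact permutation p was 0.00266 with Euclidean distance, 0.00208 with genes scaled to unit variance and 0.0169 with the 500 genes of highest variance. Leaving out replicate 1, 2 or 3 of each group in turn gave exact permutation p-values of 0.0476, 0.0762 and 0.1905 for the separation of the 4 groups. Against Pri-Hep, 1 gene passed the adjusted threshold at P1 (Rplp2, log2 fold change 0.21), 1 at P5 (Rps25, -0.19) and 0 at P10. At an unadjusted p under 0.05 there were 911, 1184 and 730 genes in the same order. Between P1 and P5 and between P1 and P10, 0 genes passed the adjusted threshold, with 436 and 986 at the unadjusted one. Between P5 and P10, 3 genes passed it and 1266 the unadjusted one. With the replicate number as a block, 0 genes passed in each of these 6 comparisons, with 449 to 1246 at the unadjusted threshold. Limma-voom on the recovered fragments, an alternative chosen after the data had been seen, gave 30 genes at P1, 39 at P5 and 0 at P10 against Pri-Hep (578 unadjusted). It gave 0 genes between P1 and P5 (521 unadjusted), 29 between P1 and P10 and 28 between P5 and P10. In simulated data with the same design and a biological coefficient of variation of 0.05, 93.5% of changes of log2 0.5 were recovered. The median SD of log2 values over all 12 libraries was 0.0408 for the 2306 genes with a mean of at least 20 FPKM. From the plot of these components, the paper states that the Hep-Orgs stayed similar over passages.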

The results showed the Hep-Orgs remained remarkably similarity over time as visualized by PCA plot and assessed at P1, P5 and P10 (Fig. 2B). 

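Among the markers of Fig. 2C, Alb had 112 ± 7.99 FPKM (SD, n = 3) in Pri-Hep, 109 ± 1.81 at P1, 115 ± 11.9 at P5 and 111 ± 1.51 at P10. Its rank among the genes of the Pri-Hep libraries was between 287 and 321. In Pri-Hep, the median rank of 10 hepatocyte secreted and housekeeping genes was 3678, and that of 10 cholangiocyte genes was 550. Similarity to these libraries therefore does not by itself speak for a hepatocyte state. Cyp1a2 (ENSMUSG00000032310, chromosome 9 of GRCm38 from 57676937 to 57683703) had 6.31 ± 0.482 FPKM in Pri-Hep and 6.38 ± 0.449 (SD, n = 9) over all Hep-Orgs. Cyp3a11 (ENSMUSG00000056035, chromosome 5 from 145854426 to 145879964) had 4.93 ± 0.603 FPKM in Pri-Hep and 5.00 ± 0.434 over all Hep-Orgs. Krt7 (ENSMUSG00000023039, chromosome 15 from 101411043 to 101430313) had 48.6 ± 2.49 FPKM in Pri-Hep and 50.2 ± 0.72 over all Hep-Orgs. Krt19 (ENSMUSG00000020911, chromosome 11 from 100140810 to 100148665) had 237 ± 6.66 FPKM in Pri-Hep and 240 ± 3.92 over all Hep-Orgs. Of the 7 markers, 6 passed the filter on low values, and Afp, with 0.474 FPKM in Pri-Hep, did not. The log2 fold changes of the 6 genes in all Hep-Orgs against Pri-Hep lay between -0.0021 and 0.047, and the lowest adjusted p was 0.637 (Krt7, limma). Leaving out 1 replicate number at a time reversed the sign of Alb, Cyp1a2, Cyp3a11 and Krt19. For the slope of log2(FPKM + 1) on passage from P1 to P10, none of the 7 markers reached p = 0.05 in a two-sided exact permutation test over all arrangements of the 9 libraries, and the smallest p was 0.156 (Gstm1). Without replicate 2, 1 of the 7 did.

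**Figure D1:**
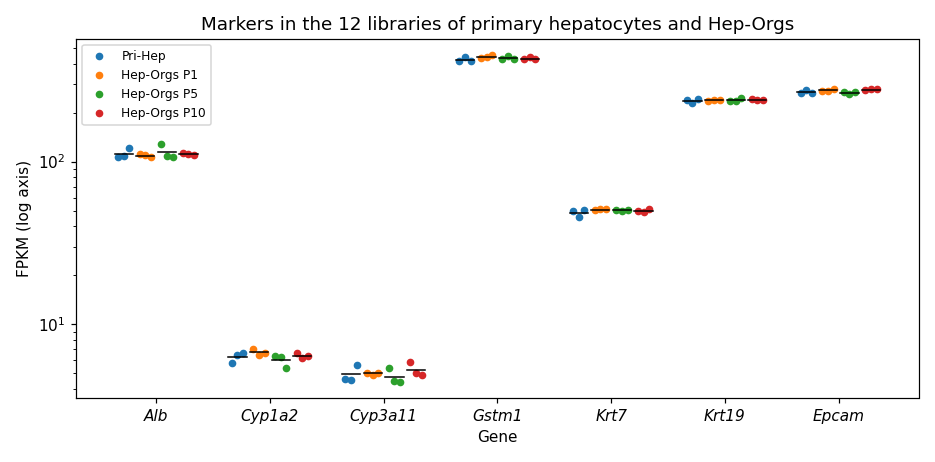
FPKM on a log axis of 7 genes in the 12 libraries, with 1 point per library and a black line at the mean of each group. Alb lies between 106 and 128 FPKM and Krt19 near 239 FPKM in Pri-Hep and in Hep-Orgs alike.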

The heatmap of main hepatic markers such as *Alb*, *Cyp1a2*, *Cyp3a11* indicated their stable expression during Hep-Orgs passaging, while *Krt7* and *Krt19* were not re-expressed (Fig. 2C). Hep-Orgs were then analyzed by immunofluorescence staining. Hep-Orgs showed strong albumin (ALB), and AFP expressions yet were negative for the cholangiocyte markers CK19 (Fig. 2D). Albumin secretion of Hep-Orgs (P0 and P1) supernatant of Hep-Orgs culture was slightly lower compared to primary hepatocytes (Pri-hep) and remained stable at P1, P3, P5 and P10 (Fig. 2E).

**Fig. 2:**
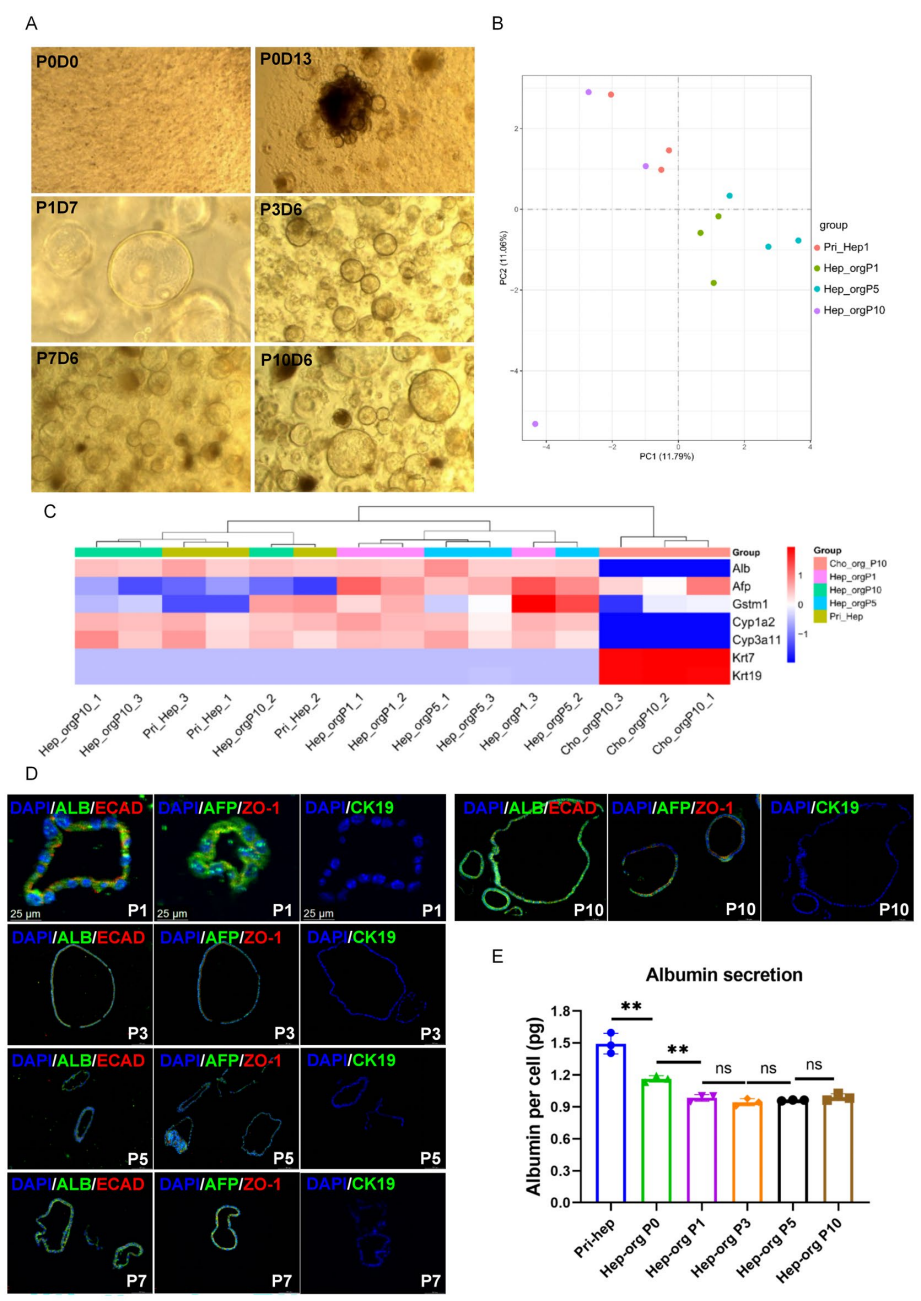
Characterization of mouse hepatocyte organoids. (**A**) Representative images of different passages of Hep-Orgs (P1, P5, P10). (**B**) PCA plot showing the clustering of Hep-Orgs at different passages (P1, P5, P10). (**C**) Heatmap of major hepatic markers in Pri-Hep, Hep-Orgs and Cho-Orgs (from three mouse labeled with _1, _2, _3, Passage 1, 5, and 10 is labeled as P1, P5 and P10). (**D**) Immunofluorescence staining of ALB, AFP, ZO-1 and CK19 of Hep-Orgs. (**E**) Albumin secretion measured after 24 h culturing of primary hepatocytes, Hep-Orgs of P0 day 13, P1, P3, P5 and P10. Data are represented as mean ± SD.

### Hep-Orgs retain key functions of hepatocytes

Hep-Orgs showed strong periodic acid-Schiff (PAS) staining indicative of glycogen accumulation (Fig. 3A) which can be observed from all stages of the culture from P1 to P10. 

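For the glycogen metabolism genes of Fig. 3B, 17 of 21 passed the filter on low values, and their median log2 fold change in all Hep-Orgs against Pri-Hep was -0.01, with 5 genes higher and 12 lower. For the lipid metabolism genes of Fig. 3C, 16 of 21 passed and the median log2 fold change was 0.03, with 10 higher and 6 lower. The set test camera, with an inter-gene correlation of 0.01 and adjustment over the 7 lists of Fig. 3, gave adjusted p-values of 0.894 for glycogen and 0.496 for lipid metabolism. Adjusted over all genes tested, 0 genes of either list passed the threshold, and adjusted over the list alone, 0 genes passed. At an unadjusted p under 0.05 there were 2 glycogen and 0 lipid genes. Without replicate 2, the median of the glycogen list was 0.0094, of the opposite sign. The Pri-Hep libraries ranked cholangiocyte genes above hepatocyte genes (median ranks 550 and 3678). A small change against them therefore leaves open whether a hepatocyte state was kept.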

Genes involved in hepatocyte functions such as glycogen metabolism and lipid metabolism displayed similar expression profiles between Hep-Orgs and primary hepatocytes (Fig. 3B–C). Fluorescent labeled low-density lipoprotein uptake (LDL) was readily visualized by fluorescence imaging (Fig. 3D). 

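The other 5 lists of Fig. 3 were compared in the same way, with the same limit on the Pri-Hep libraries as a reference. The median log2 fold change in all Hep-Orgs against Pri-Hep was -0.01 for 20 cytochrome genes, 0.01 for 19 glucose metabolism genes, -0.01 for 6 steroid metabolism genes, 0.01 for 5 complement genes and 0.03 for 8 urea cycle genes. The adjusted camera p-values lay between 0.496 and 0.746, and fry gave no adjusted p under 0.05 for any of the 7 lists. Adjusted over the list alone, 1 glucose metabolism gene and 1 steroid metabolism gene passed the threshold, and adjusted over all genes tested 0 did, with 3 and 1 at an unadjusted p under 0.05. The highest expressed gene of each of these 5 lists in Pri-Hep, in the same order, was Cyp2d10 with 170 ± 5.97 FPKM (SD, n = 3), Igfbp4 with 244 FPKM, Sult1a1 with 219 FPKM, C3 with 1476 ± 19 FPKM and Ttr with 419 ± 9.71 FPKM. Leaving out 1 replicate number at a time reversed the sign of the medians of the cytochrome (0.0024 without replicate 3), glucose (-0.00082 without replicate 1), steroid (0.0017 without replicate 2) and complement lists (-0.0043 without replicate 1). From the similar expression of these genes and from its functional assays, whose data are not analysed here, the paper states that the Hep-Orgs kept the functions of primary hepatocytes.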

Similar to primary hepatocytes, Hep-Orgs showed hepatocyte functions such as Cytochrome P450 activity, glucose metabolism, steroid metabolism, complement activation and urea cycle (Fig. 3E–K). Even if it is morphologically similar to Cho-Orgs, the Hep-Orgs could not pump Rhodamine 123 (Rho) into the lumen of organoids (Fig. 3L).

**Fig. 3:**
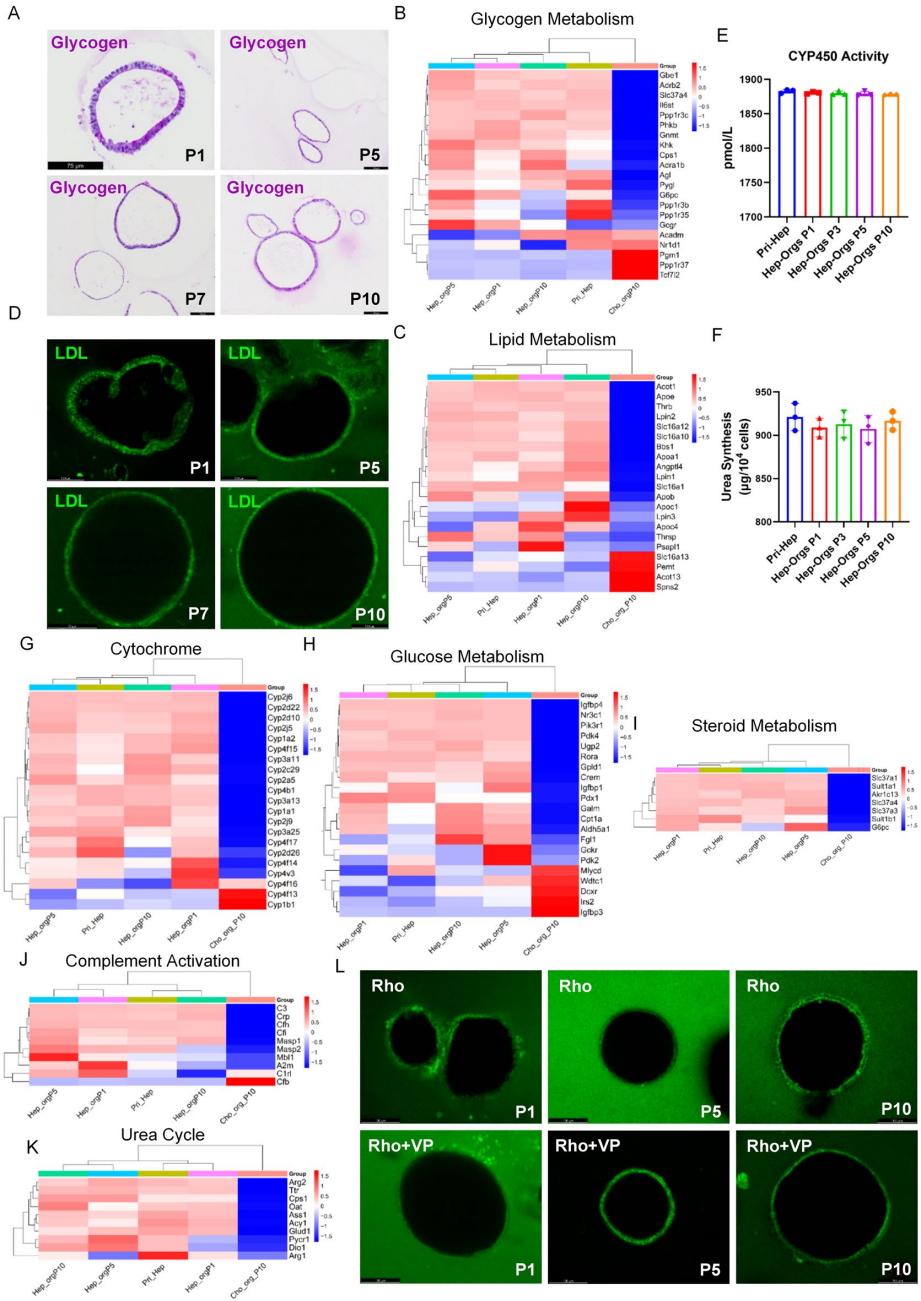
Function detection of Hepatocyte organoids. (**A**) Glycogen accumulation evaluated by Periodic-Acid Schiff (PAS) staining (dark pink) in Hep-Orgs with passage 1–10. Nuclei were stained with hematoxylin (blue). Scale bar showed 75 μm (left upper) and 100 μm (others). (**B**–**C**) Heatmaps comparing Hep-Orgs with primary hepatocytes and Cho-Orgs. glycogen metabolism (**B**) and lipid metabolism (**C**). (**D**) Low density lipoprotein (LDL) uptake was analyzed by DiO-ac-LDL fluorescent staining in cultured Hep-Orgs. (**E**) CYP450 activity measured after 24 h culturing of primary hepatocytes, Hep-Orgs of P0 day 13, P1, P3, P5 and P10. Data are represented as mean ± SD. (**F**) Urea production measured after 24 h culturing of primary hepatocytes, Hep-Orgs of P0 day 13, P1, P3, P5 and P10. Data are represented as mean ± SD. (**G**–**K**) Heatmaps comparing Hep-Orgs with primary hepatocytes and Cho-Orgs. cytochrome activity (**E**), glucose metabolism (**F**), steroid metabolism (**G**), complement activation (**H**) and urea cycle (**I**). (**L**) Representative images demonstrating the Hep-Orgs could not transport the Rhodamine 123 (Rho) into the lumen.

### Murine functional Cho-Orgs originating from single EpCAM^+^ cells

EpCAM^+^ cells were isolated from wild-type adult BALB/c mouse liver by EpCAM beads sorting and suspended the cells in Matrigel (Fig. 4A). Typically, Cho-Orgs showed the single-layered epithelial compartment that resembles the hepatic ductal compartment from P0 to P10 (Fig. 4B) verified by H&E staining (Fig. 4C). To test the activity of multidrug resistance protein 1b (MDR1b), which encodes a transmembrane export pump in cholangiocytes and transports compounds into the lumen of Cho-Orgs, we added the MDR1b fluorescent substrate Rho to the culture medium. In the presence of verapamil (VP), which blocks MDR1b activity, as expected, there was no accumulation of Rho in the Cho-Orgs (Fig. 4D).

**Fig. 4:**
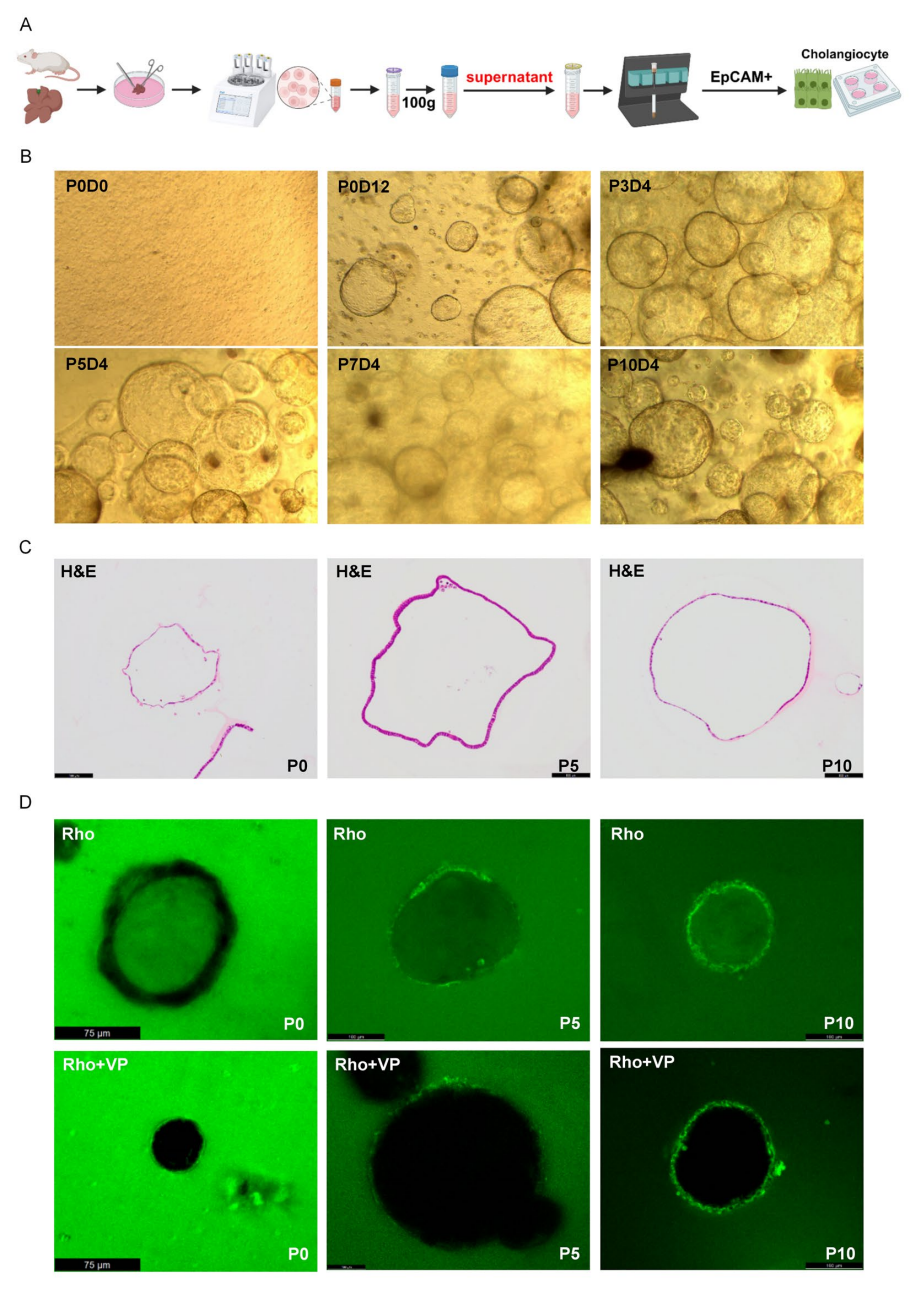
Establishment of 3D culture system of murine cholangiocyte organoids. (**A**) Schematic depicting the isolation of cholangiocytes. (**B**) Representative images of different passages of Cho-Orgs (P0-P10). (**C**) Paraffin sections of Cho-Orgs H&E-stained. Scale bar showed 100 μm. (**D**) Representative images demonstrate the inhibition of MDR1 fluorescent substrate Rhodamine 123 (Rho) by Verapamil (VP).

### Cho-Orgs maintain gene expression profiles of cholangiocytes

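For the Cho-Orgs, 9 bulk poly(A) libraries of P0, P5 and P10, 3 per passage, were given by the authors as FPKM for 25876 genes listed by symbol. The depth was estimated at 37410000 to 39960000 fragments per library from the steps of the values, and is approximate. The same limma model as for the Hep-Orgs was fitted to the 11593 genes with an FPKM of at least 1 in at least 3 libraries. Median-ratio size factors between 0.957 and 1.04 were tried as another scaling. The smallest p that an exact permutation test of 3 libraries against 3 allows is 0.1, so single genes were also tested for a trend over the 3 passages.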

Gene expression patterns over time were assessed by mRNA sequencing for three murine Cho-Orgs cultures. *Alb* expression was strong in P0 Cho-Orgs, while markedly reduced during passaging and P10 was negative for *Alb* (Fig. 5A). 

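Alb had 4994 ± 406 FPKM (SD, n = 3) at P0, 79.5 ± 12.4 FPKM at P5 and 0.584 ± 0.0579 FPKM at P10. The fragments behind the P10 values were about 47.7, 50 and 56.7, above the floor of 3 fragments, which is at most 0.034 FPKM. The log2 fold change was -5.96 (standard error 0.10, adjusted p = 3.55e-10, limma) from P0 to P5 and -11.62 (standard error 0.10, adjusted p = 3.86e-12) from P0 to P10. The slope of log2(FPKM + 1) was -5.81 per step between passages, the most extreme of the arrangements (two-sided exact permutation test, p = 0.00119, the smallest it allows, 0.00278 after adjustment over 7 genes). Principal component analysis of the 9 libraries gave 74.2% of the variance to PC1 and 19.7% to PC2. The mean distance between groups was 13.5 times that within groups, and the real grouping was the most extreme of 280 partitions (one-sided exact permutation test, p = 0.00357, the smallest it allows). The ratio was 17.5 with the 500 genes of highest variance, 4.2 with Euclidean distance and 2.16 with genes scaled to unit variance.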

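In the Cho-Orgs, Krt7 had 248 ± 19.6 FPKM (SD, n = 3) at P0, 689 ± 24.9 at P5 and 920 ± 5.4 at P10, a slope of 0.94 in log2(FPKM + 1) per step (two-sided exact permutation test, p = 0.00119, adjusted over 7 genes 0.00278). Krt19 had 1045 ± 83.5, 1339 ± 34 and 1402 ± 16.9 FPKM, with a slope of 0.21 and the same p-values. From P5 to P10, the log2 fold change of Krt19 was 0.07 (standard error 0.06, adjusted p = 0.355, limma). Sox9 (ENSMUSG00000000567, chromosome 11 of GRCm38 from 112782224 to 112787760) had 14.8 ± 2.14, 16.3 ± 1.18 and 9.37 ± 0.331 FPKM. It was not lower at P5 than at P0 (log2 fold change 0.13, adjusted p = 0.235, limma), and without replicate 2 it was higher at P5 (0.30, adjusted p = 0.00622). It fell by 0.60 on the log2 scale from P0 to P10 (adjusted p = 0.000208). Its slope was -0.30 (exact permutation test, p = 0.0298, adjusted 0.0417). Leaving out 1 replicate number at a time, the exact permutation p of Sox9 lay between 0.0889 and 0.222, and its slope stayed negative. The smallest p in those fits is 0.0222, which Alb, Krt7 and Krt19 kept.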

Notably, the cholangiocyte maker *Krt7* and *Krt19* gradually increased and reduced immature marker *Sox9* was observed (Fig. 5B). These all indicated we obtained more mature Cho-Orgs during passaging. 

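Of the 11593 genes tested in the Cho-Orgs, 6559 differed between P0 and P5 (3938 higher at P5), 8384 between P0 and P10 (4750 higher) and 7132 between P5 and P10 (3599 higher). With median-ratio size factors, 3073 of 6531 genes were higher at P5 than at P0 and 4091 of 8270 at P10 than at P0. With FPKM rescaled to TPM, 3632 of 7620 genes were higher at P10 than at P5. The share of higher genes depends on the scaling in each of the 3 comparisons. A change of at least 1 in log2 held for 889, 1836 and 951 genes, of which 376, 722 and 235 were higher. Leaving out 1 replicate number at a time gave 4268 to 5269 genes between P0 and P5, 6546 to 7392 between P0 and P10 and 5038 to 6168 between P5 and P10. The lowest count from P0 to P5 was without replicate 3. From P0 to P10, the genes with the largest rise were Lor, Cyp4b1, Ccl20, Loxl4 and Tslp, with log2 fold changes of 5.98 to 3.93, and those with the largest fall were Alb, Ahsg, Hp, Fgg and Fgb. Lor had 0.634 FPKM and Cyp4b1 0.132 FPKM at P0, below the pseudocount of 1, so their sizes and order depend on it. Across the other settings their log2 fold changes reached 7.12 and 7.85. Ahsg was at or under the floor at P10 and was at least 22328-fold lower than at P0. For 10 hepatocyte secreted and housekeeping genes, the median log2 fold change from P0 to P10 was -6.78, with 10 of 10 lower, and setting the 3 genes at the floor to their bound did not move it. For 10 cholangiocyte genes the median was -0.10, with 5 higher and 5 lower. Each of these 10 genes passed the adjusted threshold (limma), with log2 fold changes between -4.02 and 1.89, so the median hides changes in both directions. For 10 proliferation genes the median was -3.36, with 10 of 10 lower. From the fall of Alb and Sox9 and the rise of Krt7 and Krt19, the paper concludes that the Cho-Orgs became more mature during passaging.

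**Figure D2:**
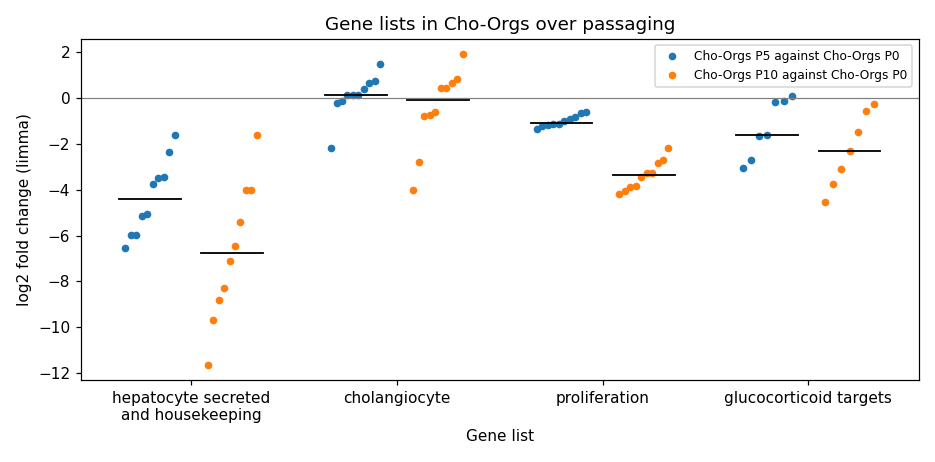
Limma log2 fold changes of the genes of 4 lists at P5 and at P10 against P0, with 1 point per gene and a black line at the median. The 10 hepatocyte secreted and housekeeping genes and the 10 proliferation genes lie below 0 at P10, and the cholangiocyte genes lie on both sides.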

The heatmap of main cholangiocyte markers such as *Krt7*, *Krt8* and *Krt19* indicated their stable expression during Cho-Orgs passaging, while *Alb* were not re-expressed (Fig. 5C). 

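Krt8 (ENSMUSG00000049382, chromosome 15 of GRCm38 from 101996698 to 102004482) had 1096 ± 136 FPKM (SD, n = 3) at P0, 766 ± 25.5 at P5 and 861 ± 23.1 at P10. Its log2 fold change was -0.51 (standard error 0.08, adjusted p = 0.000558, limma) from P0 to P5 and 0.17 (adjusted p = 0.101, and 0.00248 with only the 2 groups fitted) from P5 to P10. From P0 to P10 it was -0.34 (standard error 0.08, adjusted p = 0.00404, limma), and -0.27 without replicate 3 (adjusted p = 0.0804). Over the 3 passages its slope was -0.17 per step (two-sided exact permutation test, p = 0.0881). Epcam (ENSMUSG00000045394, chromosome 17 from 87635979 to 87651106) had 451 ± 32.2, 490 ± 10.1 and 259 ± 3.44 FPKM, with a slope of -0.40 (exact permutation test, p = 0.0226). Cyp1b1 had 7.71 ± 2.18, 38.5 ± 3.28 and 11.7 ± 0.296 FPKM. Of the 7 markers of Fig. 5B and C, 5 had a trend with p under 0.05 and 3 did in each fit that left out 1 replicate number.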

Cho-Orgs were then verified by immunofluorescence staining. The organoids (P1, P5, P10) stably expressed high CK19 and CK7 expressions, while were negative for hepatocyte marker ALB (Fig. 5D). In Cho-Orgs, E-cadherin (ECAD), as a typical epithelial cadherin, exhibited continuous and strong membrane-localized expression, outlining the apical boundaries of the lumen (Fig. 5D).

**Fig. 5:**
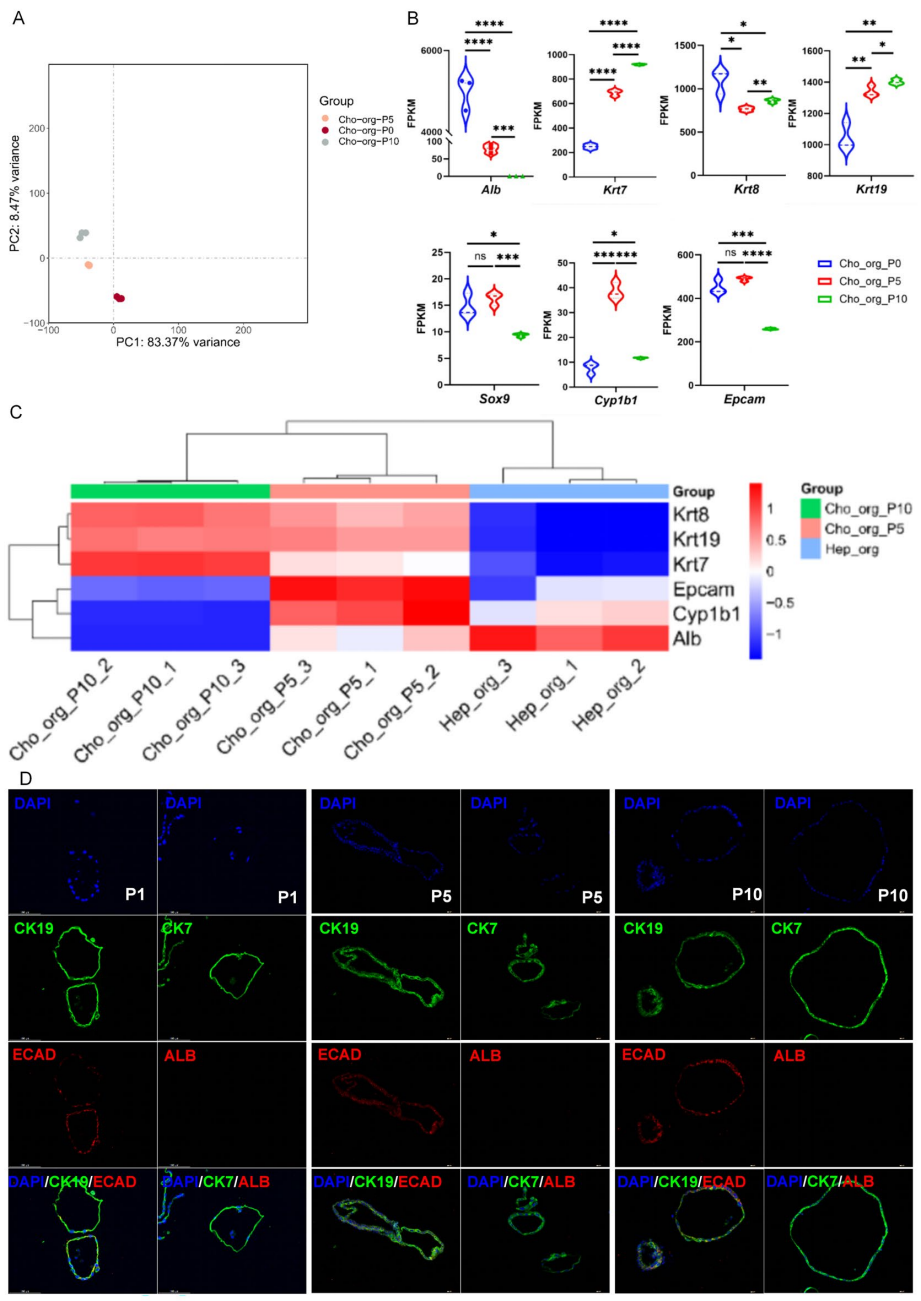
Characterization of mouse cholangiocyte organoids. (**A**) PCA plot showing the clustering of Cho-Orgs at different passages (P0, P5, P10). (**B**) Comparison of the expression of hepatocyte and cholangiocyte markers among different passages of Cho-Orgs (P0, P5, P10). (**C**) Heatmap of major cholangiocyte markers in Cho-Orgs and Hep-Orgs (from three mouse labeled with _1, _2, _3, Passage 1, 5, and 10 is labeled as P1, P5 and P10). (**D**) Representative images of immunofluorescence staining of CK19, CK7, ECAD and ALB of Cho-Orgs.

### High-purity isolation of murine hepatic stellate cells

We isolated hepatic stellate cells (HSCs) from EpCAM-negative cells suspension by density-gradient centrifugation with Nycodenz^®^ solution (Fig. 6A). Quiescent HSCs showed the typical lipid droplets called retinoids in the cytoplasm (Fig. 6B). Retinoids are subject to rapid bleaching, and brief exposure of HSCs to UV light completely abrogates HSC fluorescence in the DAPI channel providing evidence of HSCs high-purity (> 95%) (Fig. 6C-D). Immunofluorescence staining was also performed to detect the retinoids (Fig. 6E). The HSCs showed positive expression of retinoid binding protein 1 (RBP-1) (Fig. 6E). To test the function of HSCs, we used activation medium supplemented with TGFβ to culture HSCs for 5 days. HSCs transitioned from an irregular shape containing lipid droplets to a myofibroblast-like form (Fig. 6F). The myofibroblast marker *Acta2* and *Col1a1* were examined by qPCR and the results showed upregulated expression in the TGFβ-supplemented group (Fig. 6G). Immunofluorescence staining also showed HSCs treated with TGFβ expressed increased fibrotic marker Desmin and reduced quiescent marker RBP-1 (Fig. 6H).

**Fig. 6:**
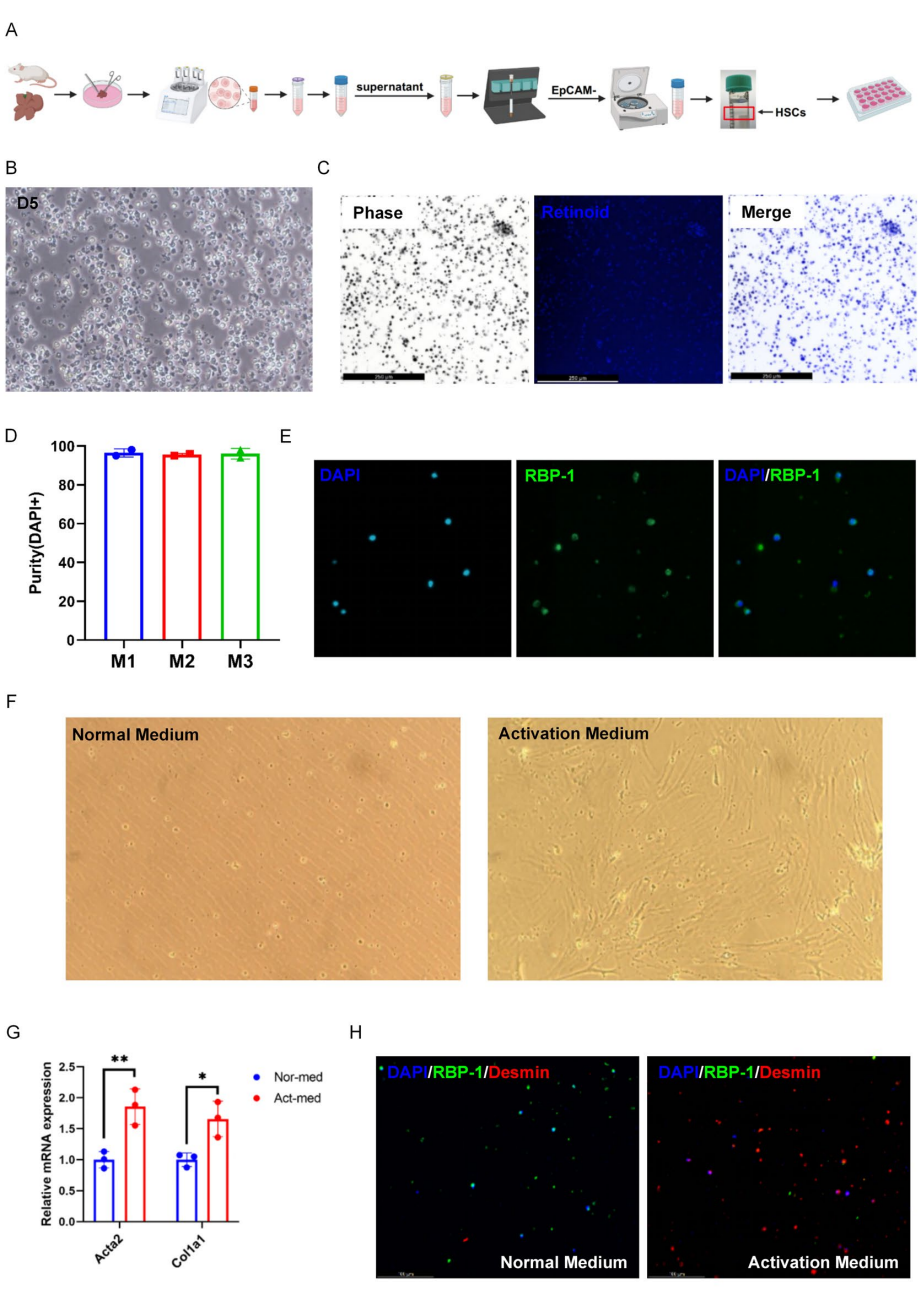
Establishment of high-purity of mouse hepatic stellate cells. (**A**) Schematic depicting the isolation of hepatic stellate cells. (**B**) Representative images of hepatic stellate cells. (**C**) Representative images of freshly isolated HSCs visualized using phase contrast microscopy (left) and retinoid fluorescence (center). A merge (right) of the retinoid fluorescence with the phase contrast image shows complete overlap of retinoid signal with characteristic lipid droplets. (**D**) Purity of HSCs derived from 3 mice labeled as M1, M2, M3. Data are represented as mean ± SD. (**E**) Immunofluorescence staining of RBP-1 of hepatic stellate cells. (**F**) Representative images of HSCs cultured with activation medium including TGFβ. (**G**) qRT-PCR analysis of *Acta2* and *Col1a1* expression in HSCs cultured with activation medium including TGFβ. Data are represented as mean ± SD. (**H**) Immunofluorescence staining of RBP-1 and Desmin of TGFβ-treated HSCs.

### Activated HSCs impaired proliferation and stemness, and induced EMT of Hep-Orgs

To further test the function of activated HSCs in our system, they were co-cultured with Hep-Orgs in a non-contact transwell system for 14 days, which allows for the exchange of soluble factors (Fig. 7A). Activated by TGFβ for 10 days, quiescent HSCs (q-HSC) transitioned to a myofibroblast-like form, called activated HSC (a-HSC), with higher expression of *Acta2* and *Col1a1* (Fig. 7B–C). Notably, the Hep-Orgs in a-HSC group induced by activation medium (a-Med) showed a slower growth rate and smaller size (Fig. 7D). We further examined the gene expression profiles among 3 groups. Co-cultured with a-HSC, Hep-Orgs showed lower expression of hepatocyte makers (*Alb* and *Afp*) (Fig. 7E), while expressing stronger cholangiocyte marker (*Krt7* and *Krt19*) (Fig. 7F). Moreover, their proliferation and stemness were impaired, exhibiting low level of *Mki67*, cell cycle markers (*Ccna2*, *Cdk1* and *Cdk2*) (Fig. 7G) and progenitor markers (*Lgr5*, *Axin2* and *Prom1*) (Fig. 7H). Importantly, a-HSC induced higher expression of *Fn1* of the Hep-Orgs, indicating epithelial-mesenchymal transition (EMT) induction. (Fig. 7I). Gene Set Enrichment Analysis (GSEA) results also showed that ECM-receptor interaction pathway was upregulated, while regulation of stem cell population maintenance and positive regulation of mitotic cell cycle phase transition pathways were inhibited in Hep-Orgs co-cultured with a-HSC (Fig. 7J). The similar effects could be observed in the Cho-Orgs co-cultured with a-HSC (Data not shown).

**Fig. 7:**
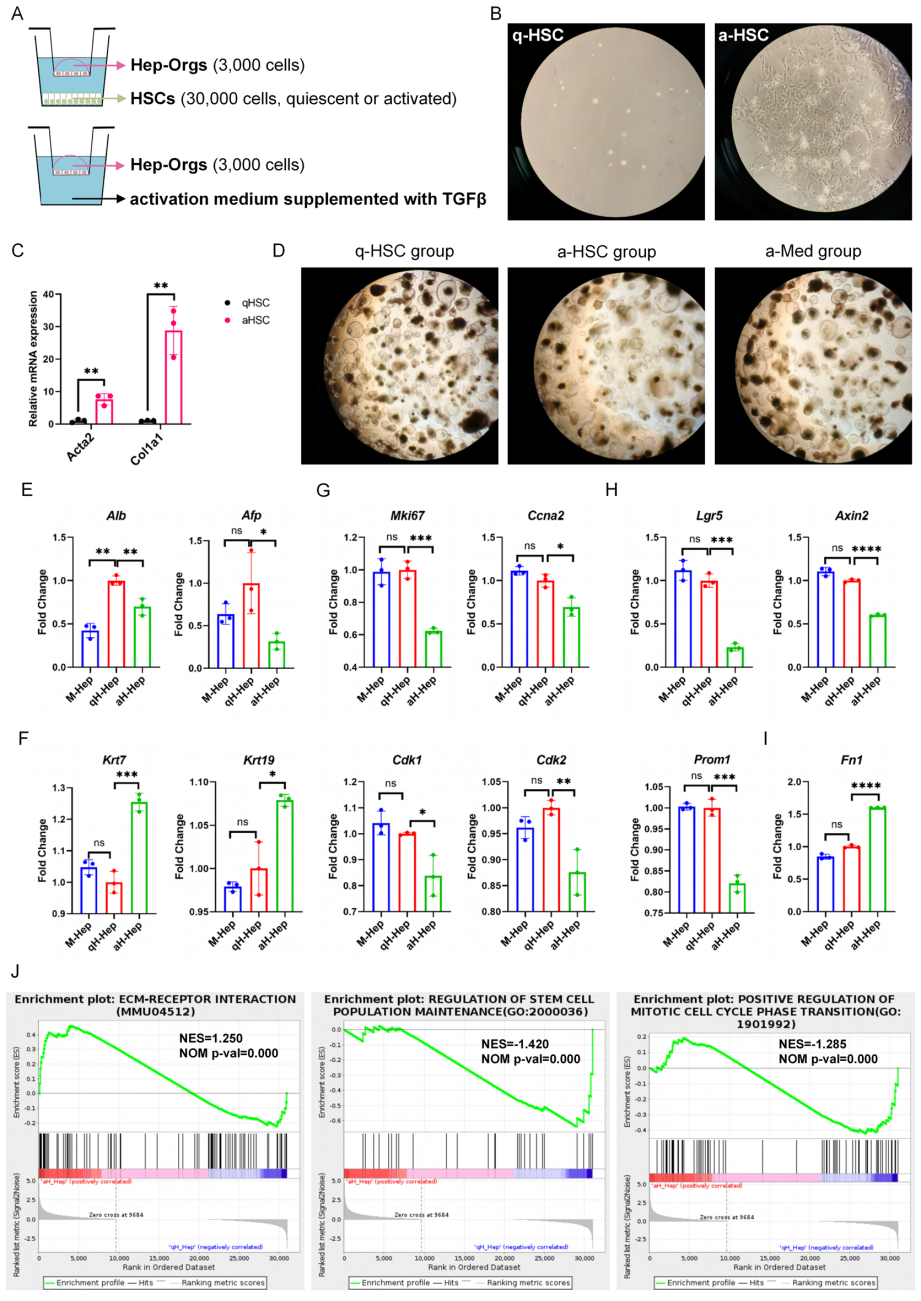
Activated HSCs hampered proliferation and stemness, and induced EMT of Hep-Orgs. (**A**) Schematic representation of co-culture system. (**B**) Representative images of quiescent and activated HSC. (**C**) qRT-PCR analysis of *Acta2* and *Col1a1* expression in quiescent and activated HSC. (**D**) Representative images of Hep-Orgs among 3 groups (q-HSC, a-HSC and a-Med). (**E**–**I**) qRT-PCR analysis after co-culturing for 14 days of hepatocyte (**E**), cholangiocyte (**F**), proliferation and cell cycle (**G**), progenitor (**H**) and EMT markers (**I**). (**J**) GSEA analysis of Hep-Orgs between q-HSC and a-HSC group.

## Discussion

Current liver organoid systems face critical limitations including (1) inability to maintain mature hepatobiliary functions while incorporating fibrosis-competent HSCs, and (2) inefficient cell isolation from limited clinical specimens. Our 3D platform overcomes these challenges by simultaneously isolating hepatocytes, cholangiocytes, and HSCs from minimal murine tissue while preserving native cellular status. The Notch inhibitor/dexamethasone cocktail sustains hepatocyte maturity (albumin secretion, metabolic activity) across passages, overcoming functional decline in conventional models. Crucially, quiescent HSCs retain lipid storage and activate into fibrotic phenotypes upon TGFβ exposure, enabling integrated studies of homeostasis and disease. With efficient tissue utilization, this system bypasses scalability barriers while mirroring human liver complexity which directly addresses roadblocks in drug testing and regenerative therapy development.

In Huch’s system^10^, primary hepatocyte isolation relies on a technically demanding workflow involving two-step collagenase perfusion, low-speed centrifugation, and Percoll gradient purification. Similarly, Clevers^12^ and colleagues employed collagenase type IV digestion paired with manual tissue fragmentation to procure hepatocytes. We identified critical limitations in these established protocols, including compromised cell viability, high procedural failure rates, and an inability to concurrently isolate cholangiocytes and HSCs. Our optimized approach streamlines this process: enzymatic dissociation generates single-cell suspensions, followed by sequential Percoll density gradients and EpCAM-based magnetic sorting. This protocol enables simultaneous isolation of hepatocytes, cholangiocytes, and HSCs with high purity, addressing key bottlenecks in multi-lineage liver cell procurement.

The Notch signaling pathway, an evolutionarily conserved regulator, governs embryonic development, cellular differentiation, and stem cell self-renewal by maintaining “stemness” properties^13,14^. During hepatogenic differentiation of mesenchymal stem cells (MSCs), Notch activity declines^15^, reflecting its role in balancing lineage commitment across tissues—including liver, immune, and gastrointestinal systems^16–20^. Pharmacological Notch inhibition via DAPT drives hepatocyte maturation by upregulating hepatocyte-specific genes/proteins (e.g., albumin) while suppressing cholangiocyte differentiation through HNF-1β downregulation^20,21^. While Hu et al.^9^ achieved transient hepatocyte-like cell differentiation using sequential DAPT (days 1–9) and dexamethasone (days 10–12), our study demonstrates that continuous Notch inhibition is critical for sustaining both molecular (e.g., albumin stability) and functional maturation in hepatic organoids.

Glucocorticoids, particularly dexamethasone, are essential for maintaining viability and liver-specific functionality in primary hepatocyte cultures^22,23^. Dexamethasone enhances albumin (ALB) expression in hepatocytes^24^ and confers protection against apoptosis via cFLIP-mediated inhibition of death receptor signalling^25^. In our system, sustained supplementation of Hep-Med with DAPT and dexamethasone synergistically elevated ALB levels in hepatocyte organoids (Hep-Orgs), whereas dexamethasone withdrawal resulted in paradoxical ALB suppression—highlighting distinct regulatory mechanisms for these agents. Despite this combinatorial strategy, Hep-Orgs ALB expression remains inferior to primary hepatocytes and the miner different on metabolism-related gene expression, emphasizing unresolved gaps in hepatocyte-specific gene regulation that require mechanistic elucidation to advance translational utility. Moreover, primary hepatocytes in standard 2D monolayer cultures rapidly lose expression of liver-specific genes, including ALB, within just a few days of isolation^26^, while Hep-Orgs in our system maintain the characteristics of primary hepatocytes after passaging. Additionally, we initially established the hepatocyte organoid based on the published Huch’s protocol^10^, and also exhibited both periportal and pericentral metabolic functions as theirs. However, distinct hepatocyte subpopulations are spatially segregated along the portal-central axis and are critical to understanding metabolic homeostasis^27^. 

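Of the 108 genes of Fig. 3, 89 passed the filter on low values in the libraries of Pri-Hep and Hep-Orgs. Their log2 fold changes in all Hep-Orgs against Pri-Hep lay between -0.21 and 0.15. Sult1b1 (ENSMUSG00000029269, chromosome 5 of GRCm38 from 87513339 to 87538195) had the largest change, with 1.29 ± 0.121 FPKM (SD, n = 3) in Pri-Hep and 0.976 ± 0.111 (SD, n = 9) in Hep-Orgs (adjusted p = 0.387, limma). Irs2 had the lowest adjusted p, 0.335, with a log2 fold change of 0.11. At an unadjusted p under 0.05 there were 9 of the 89 genes, and 0 passed the adjusted threshold. For Alb RNA in all Hep-Orgs, the standard error of the log2 fold change against Pri-Hep was 0.05 and the adjusted p was 0.994.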

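Of the pericentral genes Glul, Cyp2e1, Oat, Cyp1a2, Slc1a2, Lgr5, Axin2 and Rhbg, 5 of 8 passed the filter on low values in Pri-Hep and Hep-Orgs, and their median log2 fold change in all Hep-Orgs against Pri-Hep was -0.0036 (camera, adjusted p = 0.730 over 11 lists). Glul (ENSMUSG00000026473, chromosome 1 of GRCm38 from 153899944 to 153909723) had 221 ± 5.79 FPKM (SD, n = 3) in Pri-Hep and 221 ± 3.23 (SD, n = 9) over all Hep-Orgs. Cyp2e1 had 0 FPKM in the 9 libraries of Hep-Orgs and 0.01 ± 0.0173 in Pri-Hep. Of the periportal genes Cyp2f2, Hal, Sds, Gls2, Ass1, Pck1, Hsd17b13 and Ctsc, 3 of 8 passed the filter, with a median log2 fold change of 0.03 and 3 of 3 higher (camera, adjusted p = 0.282). Ass1 had 41.7 ± 3.06 FPKM in Pri-Hep and 42.6 ± 3.11 over all Hep-Orgs, and Pck1 was listed at 0 in the 12 libraries.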

Hasan’s team established multi-zonal organoid system serving as an in vitro human model to better recapitulate hepatic architecture relevant to liver development and disease^28^. Moreover, the 3D air-liquid interface (3D-ALI)^29,30^ method on liver slices can be used to distinguish different hepatocyte subpopulations based on their spatial distribution.

Our system highlights the isolation of 3 cell types from a single liver and maximizes tissue utilization efficiency and preserves the liver’s heterogeneous cellular architecture, thereby further facilitating the simultaneous investigation of pathological features in three distinct cell types from the same diseased sample. However, our platform does not replicate the intricate cellular composition and tissue architecture observed in vivo, rendering it unsuitable for investigations into bile canaliculi–bile duct cell–cell interactions and architectural organization. Recently established multi-lineage liver platforms^31^ can mimic the cellular interactions of the periportal region.

Hepatic fibrosis is driven by the activation of quiescent HSCs, mediated through crosstalk with liver-resident and infiltrating immune cells^32–34^. Lineage-tracing studies confirm HSCs as the primary source of myofibroblasts (82–96% in chronic liver injury models)^35^, underscoring the need for reliable isolation of high-purity quiescent HSCs. While Schwabe’s protocol^36^ combines in situ/in vitro digestion with Nycodenz^®^ gradient centrifugation, its complexity compromises cell viability and yields inconsistent results. Our streamlined method isolates HSCs from EpCAM-negative cell suspensions via Nycodenz^®^ density-gradient centrifugation, minimizing cell loss and mortality associated with multi-step enzymatic digestion. Following TGFβ stimulation, these HSCs undergo phenotypic transition from vitamin A-rich pericytes to ECM-secreting myofibroblasts, also called activated HSCs (a-HSCs). Hepatic fibrosis is characterized by the formation of fibrous scars due to the excessive accumulation of extracellular matrix (ECM) proteins, primarily cross-linked type I and type III collagens, which replace damaged normal tissue^37^. Regulation of liver fibrosis is complex and involves crosstalk between resident non-parenchymal and parenchymal cells^38^. Importantly, HSCs activation is a critical step in preventing the development of fibrosis^39^. Activated HSCs migrate to the site of injury and secrete ECM to produce a fibrous scar^40^. Previous studies showed HSCs also affected hepatocyte and cholangiocyte proliferation and EMT through paracrine signaling mechanisms in liver fibrosis, including hepatocyte growth factor (HGF), TGF-β1 and interleukin-6 (IL-6)^41–43^. In our system, we initially established normal hepatocyte and cholangiocyte organoids to assess the alterations of parenchymal cells in the co-culture system. HSCs supplemented with activation medium exhibited the reduced RBP-1 expression, q-HSCs marker, and elevated *Acta2*, *Col1a1* and Desmin, indicating successful activation of HSCs, similar to the a-HSCs observed in vivo in liver fibrosis. In the co-culture system, a-HSCs induced impaired proliferation, stemness, and EMT of Hep-Orgs and Cho-Orgs. These effects mirrored the phenotypic changes seen in vivo during liver fibrosis, supporting the utility of this system for robust in vitro fibrosis modeling. It should be noted that while our study provides robust evidence for TGFβ-mediated HSCs activation, the experimental framework was primarily designed to elucidate this specific pathway. Other clinically relevant mechanisms contributing to fibrosis pathogenesis—particularly inflammatory cascades and immune-mediated processes—were beyond the scope of the current model. Future investigations employing co-culture systems or in vivo models would be valuable to explore these complementary mechanisms.

Our culture method enables the simultaneous generation of hepatocyte organoids, cholangiocyte organoids, and hepatic stellate cells from a single mouse liver tissue source, maximizing tissue efficiency while preserving native cellular heterogeneity. This unified platform supports diverse applications—from disease modeling and drug screening to regenerative medicine. Future studies should validate this approach in human liver samples to advance its translational potential.

## Methods

### Animal models

BALB/c mice were purchased from Zhuhai Bestest Biotechnology Co., Ltd. and housed in the Macau University of Science and Technology specific pathogen-free animal facility at 20–22 °C and 30–70% humidity with a 12-h light/12-h dark cycle. All experiments were conducted using 6- to 8-week-old mice weighing approximately 22 g. All animal experiments were performed after being reviewed and approved by the Animal Ethics Committee of the Macau University of Science and Technology (MUST-FDCT-20241114001). All experimental procedures were carried out in strict compliance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) Guidelines (PLoS Bio 8(6), e1000412, 2010) to ensure the ethical and accurate reporting of animal research and this study was conducted in accordance with the relevant guidelines. The sacrificing procedure was performed under general anesthesia induced by intraperitoneal injection of 1.25% tribromoethanol (Sigma, 75-80-9), followed by cervical dislocation.

### Isolation of hepatocytes, cholangiocytes and hepatic stellate cells

#### Steps for hepatocyte organoids

Liver tissue was collected from mice, minced, and digested in a Single Cell Tube containing 5 mL of digestion medium (see key resources table) using the Mouse_Liver_Heater mode. Following enzymatic digestion termination, 5 mL of wash buffer (99% ice-cold advanced DMEM/F12 basal medium, 1% Penicillin/Streptomycin) was added to stop the reaction. The cell suspension was filtered through a 100 μm cell strainer and centrifuged at 100 g (4 °C) for 5 min. The pellet containing hepatocytes for further purification was retained, while the supernatant (namely SUPERNATANT A) was transferred to a new tube for subsequent isolation of cholangiocytes and hepatic stellate cells. The hepatocytes pellet was treated with 1 mL red blood cell lysis buffer with thorough mixing, followed by 3–5 min incubation on ice. The reaction was terminated by adding 4 mL wash buffer, followed by centrifugation at 100 g (4 °C) for 5 min. After supernatant removal, the pellet was resuspended in 5 mL wash buffer. A discontinuous density gradient was prepared by underlaying 15 mL of 25% Percoll solution in a fresh centrifuge tube. The cell suspension was carefully layered onto the Percoll gradient, creating visible phase separation. Gradient centrifugation was performed at 1,474 g (4 °C) for 20 min. The resulting cell pellet was resuspended in 1 mL ice-cold advanced DMEM/F12 basal medium for cell counting. After subsequent centrifugation, the supernatant was discarded, and the cells were suspended in 100 µL column buffer. CD326 magnetic beads were added at 10 µL per 10^7^ cells, followed by 15-minute incubation at 4 °C protected from light. The reaction stopped with 900 µL column buffer (95% autoMACS rinsing solution, 5% MACS BSA stock solution). The magnetic separation system was prepared by priming LS columns with 3 mL column buffer. The cell-bead mixture was applied to the column, followed by three sequential 3 mL washes with MACS buffer. The EpCAM-negative cell fraction was collected by centrifugation at 100 g (4 °C) for 5 min and resuspended in 2 mL ice-cold advanced DMEM/F12 medium. After another centrifugation cycle (100 g, 4 °C, 5 min), the pellet was resuspended in Matrigel™ at a 1:2000 matrix-to-cell ratio. The cell-Matrigel™ mixture was plated and allowed to polymerize before adding 500 µL hepatocyte organoids medium (Table S1) per well. More details about reagents could be found in Table S2.

#### Steps for cholangiocyte organoids

Liver-tissue derived cholangiocyte organoids were generated following our previously published protocol^44^. The SUPERNATANT A retained from steps for hepatocytes isolation was filtered through a 40 μm cell strainer and quantified. The filtered suspension was centrifuged at 580 g (4 °C) for 10 min. After supernatant (namely SUPERNATANT B) removal in to new tube, the cell pellet was resuspended in 100 µL of magnetic bead incubation buffer. CD326 (EpCAM) magnetic beads were added at a ratio of 10 µL per 10^7^ cells, followed by 15-minute incubation at 4 °C protected from light. The reaction was terminated by adding 900 µL of magnetic bead incubation buffer. The magnetic separation system was assembled with pre-washed LS columns and collection tubes for both EpCAM-negative and -positive fractions. Columns were equilibrated with 3 mL of column buffer, and the cell-bead mixture was applied as the buffer meniscus reached the column surface. Following sample application, three sequential 3 mL washes with column buffer were performed. The flow-through containing the EpCAM-negative fraction was collected for subsequent hepatic stellate cells isolation. For EpCAM-positive cell recovery, the column was removed from the magnetic separator and placed onto a fresh collection tube. Positive cells were eluted by flushing the column with a 5 mL column buffer using the plunger supplied with the column. The eluted cell suspension was centrifuged at 300 g (4 °C) for 10 min. The pellet was resuspended in 1 mL ice-cold advanced DMEM/F12 basal medium for cell counting. After another centrifugation cycle (300 g, 4 °C, 10 min), the cell pellet was resuspended in Matrigel™ at a 1:1000 matrix-to-cell ratio. The cell-Matrigel™ suspension was plated and allowed to polymerize before adding 500 µl of cholangiocyte organoid medium (Table S1) per well. More details about reagents could be found in Table S2.

#### Steps for primary hepatic stellate cells

The isolation of primary hepatic stellate cells (HSCs) follows the protocol of Mederacke et al.^36^. The EpCAM-negative cell SUPERNATANT B from cholangiocytes isolation was centrifuged at 580 g (4 °C) for 10 min. The cell pellet was resuspended in 50 mL of GBSS/B and centrifuged again at 580 g (4 °C) for 10 min. After supernatant removal, approximately 10 mL of GBSS/B was retained, and the cell pellet was resuspended with 120 µL of DNase I solution. The volume was adjusted to 50 mL with GBSS/B, followed by centrifugation at 580 g (4 °C) for 10 min. This washing procedure was repeated, retaining approximately 10 ml of GBSS/B and adding 120 µL of DNase I solution. The cell suspension was adjusted to 22 mL with GBSS/B and mixed with 16 mL of Nycodenz gradient medium. The mixture was equally distributed into four 12 mL centrifuge tubes. Tubes were gently inverted to coat the inner surfaces, and 1.5 mL of GBSS/B was carefully layered onto each sample using a 5 mL syringe. Density gradient centrifugation was performed at 1,380 g (4 °C) for 17 min using a non-braking protocol with constant acceleration and deceleration. A distinct white layer at the 12 mL interface, containing hepatic stellate cells, was collected and transferred to a fresh centrifuge tube for cell counting. Cells were plated at 100,000 cells/well in 24-well plates. Following centrifugation at 580 g (4 °C) for 10 min, the cell pellet was resuspended in complete hepatic stellate cell medium and transferred to culture plates. More details about reagents could be found in Table S2.

### Immunofluorescence staining for organoids

Organoids embedded in Matrigel™ were fixed with 4% (w/v) paraformaldehyde in phosphate-buffered saline (PBS) for 20 min at 4 °C. Following fixation, the supernatant was carefully aspirated, and 200 µL of HistoGel™ was added to facilitate paraffin embedding. Tissue sections were cut at 5 μm thickness using a microtome. For deparaffinization, sections were sequentially treated with xylene (3 × 5 min), absolute ethanol (2 × 3 min), and 95% ethanol (1 × 3 min), followed by a 1-minute rinse in running tap water. Antigen retrieval was performed using an appropriate buffer system. Non-specific binding sites were blocked with 5% bovine serum albumin (BSA) in PBS for 1 h at room temperature. Primary antibodies, diluted in 5% BSA, were applied to the sections and incubated overnight at 4 °C. After three 5-minute washes with PBS, sections were incubated with species-specific secondary antibodies conjugated to fluorescent dyes for 1 h at room temperature. Following additional PBS washes, nuclear staining was performed using 4’,6-diamidino-2-phenylindole (DAPI) for 5 min at room temperature. Finally, sections were mounted using Fluoromount-G™ aqueous mounting medium and stored at 4 °C protected from light until imaging. More details about reagents could be found in Table S2.

### H&E staining

Organoids were initially fixed in 4% paraformaldehyde (PFA) and subsequently embedded in paraffin using standard histological protocols. Paraffin-embedded Sect.  (5 μm thickness) were deparaffinized in xylene and rehydrated through a graded ethanol series (100%, 95%, and 70%). For hematoxylin and eosin (H&E) staining, sections were stained with Vector^®^ Hematoxylin for 5 min, followed by three 1-minute washes in running tap water. Nuclear staining was enhanced by treatment with Scott’s tap water (30 s) and two additional tap water rinses. Cytoplasmic counterstaining was performed using Eosin Y solution (30 s), followed by tap water rinsing. Sections were then dehydrated through an ascending ethanol series, cleared in xylene, and mounted with permanent mounting medium. More details about reagents could be found in Table S2.

### Periodic acid-schiff (PAS) staining

For PAS staining, deparaffinized sections were treated with 1% periodic acid solution for 5 min at room temperature to oxidize carbohydrate moieties. After two 5-minute washes with PBS, sections were incubated with Schiff’s reagent for 15 min to detect aldehyde groups formed during oxidation. Following two additional PBS washes, sections were counterstained with Mayer’s hematoxylin for 2 min to visualize nuclear morphology. Excess stain was removed through three 5-minute PBS washes. Stained sections were dehydrated, cleared, and mounted for microscopic examination using bright-field microscopy to assess glycosylation patterns. More details about reagents could be found in Table S2.

### Bulk RNA sequencing of organoids

A total of 1 µg total RNA per sample was used as input material for the mRNA library preparation. Most of Eukaryote ‘mRNA have polyA tails, which are enriched by Oligo (dT) magnetic beads. Then, the obtained mRNA was randomly interrupted by bivalent cations, and the first strand of cDNA was synthesized in the 1st Strand Enzymes Reverse transcriptase system using the segmented mRNA as the template and the random oligonucleotide as the primer, and the second strand of cDNA was synthesized using the 2nd Strand Enzymes and dNTPs. Purified double-stranded cDNA undergoes end repair, A-tailing, and ligation with sequencing adapters. cDNA with an insert size of approximately 200–300 bp is screened. PCR amplification is performed, and the PCR product is purified again, ultimately obtaining a library. And then, library quality was assessed on the Agilent 4200 TapeStation. After passing the library inspection, the library preparations were sequenced on a NovaSeq 6000 platform (CHI BIOTECH CO.,LTD) and 150 bp stand-specific paired-end reads were generated. The transcriptome sequencing and analysis were conducted by AccuraMed Technology Limited (Guangzhou, China). Bulk RNA-seq was performed using biological replicates​ (n = 3), where each replicate originated from an independent cell culture.

### Smart sequencing of organoids

Total RNA was extracted using the TRIzol reagent according to the manufacturer’s protocol. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer. RNA integrity was assessed using the Agilent 2100 Bioanalyzer. Full-length mRNA amplification was performed using the Single Cell Full Length mRNA-Amplification Kit according to the manufacturer’s protocol. Following quality control assessment, qualified cDNA samples were used for library preparation with the cDNATruePrep DNA Library Prep Kit V2 for Illumina. The transcriptome libraries were constructed following the manufacturer’s instructions, including cDNA fragmentation, end repair, adapter ligation, and PCR amplification steps. Library quality was verified using the Agilent 2100 Bioanalyzer system before sequencing. The transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China).

### Differentially expressed gene (DEG) and pathway enrichment analysis

Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis of two conditions was performed using the edgeR R package (3.40.2). The P values were adjusted using the Benjamini & Hochberg method. Corrected P-value of 0.05 were set as the threshold for significantly differential expression.

Gene Set Enrichment Analysis (GSEA) is a computational approach to determine if a pre-defined Gene Set can show a significant consistent difference between two biological states. The genes were ranked according to the degree of differential expression in the two samples, and then the predefined Gene Set were tested to see if they were enriched at the top or bottom of the list. Gene set enrichment analysis can include subtle expression changes. We used clusterProfiler R (4.22) to perform GSEA analysis on GO dataset of this species.

### Total RNA extraction and quantitative RT-PCR analysis

Total RNA was isolated from organoids using the Direct-zol™ RNA MiniPrep Kit according to the manufacturer’s protocol. RNA concentration and purity were determined spectrophotometrically using the A260/A280 ratio. Genomic DNA contamination was eliminated using the gDNA Eraser component of the PrimeScript™ RT Reagent Kit with gDNA Eraser. First-strand cDNA synthesis was performed following the manufacturer’s recommended protocol using 1 µg of total RNA as template. Quantitative real-time PCR (qPCR) analysis was conducted using iTaq™ Universal SYBR^®^ on a QuantStudio™ real-time PCR system. Reactions were performed in triplicate under the following cycling conditions: initial denaturation at 95 °C for 20 s, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s. Melt curve analysis was performed to verify amplification specificity. Relative gene expression was calculated using the 2^−ΔΔCt^ method, with normalization to housekeeping genes. More details about reagents could be found in Table S2.

### Low density lipoprotein (LDL) uptake analysis

In this study, low-density lipoprotein (LDL) uptake and distribution were analyzed using fluorescently labeled human 3,3’-dioctadecyloxacarbocyanine perchlorate-LDL (DiO-LDL). Organoids were incubated with 10 µg/mL DiO-LDL in complete culture medium at 37 °C under 5% CO_2_ conditions for 3 h. Following incubation, organoids were washed three times with DPBS to remove unbound DiO-LDL. Fluorescence imaging was performed using a laser scanning confocal microscope equipped with a 488 nm argon laser for excitation and appropriate emission filters (500–550 nm). Z-stack images were acquired at 1 μm intervals through the organoid structures to assess spatial distribution of LDL uptake. Fluorescence intensity was quantified using image analysis software with background subtraction and normalization to untreated controls. Three independent biological replicates were performed for each experimental condition. More details about reagents could be found in Table S2.

### Rhodamine 123 assay

To determine the function of multidrug resistance protein 1B (MDR1b), Rhodamine 123 (Rho123) was performed based on our previously published protocol^44^. Briefly, cold Advanced DMEM/F12 medium was used to remove Matrigel from organoids, subsequently pretreated with DMSO as control or 10 µM Verapamil (MDR1b inhibitor) for 30 min, followed by 5 min of incubation with 100 µM Rho123. The organoids were washed 3 times with expansion medium. Fluorescence was visualized with a Leica confocal system MICA. To investigate the functional activity of multidrug resistance protein 1B (MDR1b), Rhodamine 123 (Rho123) efflux assays were performed according to our previously established protocol. Briefly, organoids were dissociated from Matrigel™ using ice-cold Advanced DMEM/F12 medium. The organoids were then pretreated for 30 min at 37 °C with either DMSO (0.1% v/v) as vehicle control or 10 µM verapamil hydrochloride, a specific MDR1b inhibitor. Following pretreatment, organoids were incubated with 100 µM Rho123 for 5 min at 37 °C in a 5% CO_2_ atmosphere. After incubation, organoids were washed three times with organoid expansion medium to remove unincorporated Rho123. Fluorescence imaging was performed using a confocal laser scanning microscope system equipped with a 488 nm argon laser for excitation and appropriate emission filters (505–550 nm). Three independent biological replicates were performed for each experimental condition. More details about reagents could be found in Table S2.

### Detection of albumin secretion

Albumin (ALB) secretion levels in organoid culture supernatants were quantified using a commercially available Mouse Albumin ELISA Quantitation Kit according to the manufacturer’s protocol. Briefly, culture supernatants were collected after 24 h of incubation and centrifuged at 300 g for 10 min at 4 °C to remove cellular debris. Standards and samples were assayed in duplicate using 100 µL aliquots. The optical density was measured at 450 nm using a microplate reader, with wavelength correction set at 630 nm. Albumin concentrations were determined by interpolation from the standard curve generated using recombinant mouse albumin standards. Three independent biological replicates were performed for each experimental condition. More details about reagents could be found in Table S2.

### Cytochrome P450 (CYP) ELISA quantification

CYP450 levels were determined using a competitive ELISA, where supernatant or standards (0.1–100 ng/mL) were incubated with HRP-conjugated anti-CYP450 antibody in pre-coated plates. After washing, TMB substrate was added, and absorbance (450 nm) was measured following acid stop. Concentrations were calculated against a standard curve (4-parameter fit), with validation confirming sensitivity (LOD 0.3 ng/mL), linearity (1–50 ng/mL), and minimal cross-reactivity (< 5% for major CYP isoforms). More details about reagents could be found in Table S2.

### Detection of urea production

Urea levels in cell culture supernatants were quantified using a microplate-based colorimetric assay. Briefly, samples were incubated with diacetyl monoxime and thiosemicarbazide in acid medium at 37 °C for 40 min. The resulting chromophore was measured at 630 nm, with urea standards (0–50 mg/dL) used to generate a calibration curve. The assay demonstrated a sensitivity of 0.5 mg/dL and linearity across the physiological range (R^2^ > 0.99). Values were normalized to cell number when appropriate. More details about reagents could be found in Table S2.

### Statistical analysis

Intergroup comparisons were performed using Student’s t-test for two-group analyses, while one-way analysis of variance (ANOVA) was applied for multiple group comparisons. All statistical analyses were performed using GraphPad Prism 9. The data shown are representative of at least three independent experiments. Data are presented as the mean ± SD. ns, not significant. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data underlying this article are available in GEO (Gene Expression Omnibus) at (https://www.ncbi.nlm.nih.gov/geo) and the accession number is GSE308085.

# Supplementary material for: A robust mouse liver organoid platform enables sustained multicellular maturation and fibrosis modeling from a single tissue sample
**Source:** Sci Rep. 2026 Mar 19;16:14137. doi: 10.1038/s41598-026-42990-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Table S1. Components of organoids medium**

| Components                 | Hepatocyte organoids medium | Cholangiocyte organoids medium |
|----------------------------|-----------------------------|--------------------------------|
| Advanced DMEM/F-12         | +                           | +                              |
| 1% penicillin/streptomycin | +                           | +                              |
| 1% GlutaMAX                | +                           | +                              |
| HEPES                      | 10 mM                       | 25 mM                          |
| B27 supplement (1:50)      | +                           | +                              |
| N2 supplement (1:100)      | -                           | +                              |
| R-spondin1                 | 1.5µg/mL                    | 1µg/mL                         |
| Noggin                     | -                           | 100 ng/ml                      |
| Wnt3a                      | -                           | 100 ng/ml                      |
| ChIR99021                  | 3µM                         | -                              |
| N-acetylcysteine           | 1.25mM                      | 1.25mM                         |
| nicotinamide               | 10 mM                       | 10 mM                          |
| recombinant gastrin        | 10 nM                       | 10 nM                          |
| recombinant EGF            | 50 ng/mL                    | 50 ng/mL                       |
| recombinant human FGF7     | 50 ng/ml                    | -                              |
| recombinant human FGF10    | 50 ng/ml                    | 100 ng/ml                      |
| recombinant human HGF      | 25 ng/ml                    | 50 ng/ml                       |
| Forskolin                  | -                           | 10 µM                          |
| A83-01                     | 1mM                         | 5µM                            |
| DAPT                       | 10 µM                       | -                              |
| dexamethasone              | 3 µM                        | -                              |
| ROCK inhibitor (Y-27632)   | 10 µM                       | 10 µM                          |

**Table S2. Resources Table**

| REAGENT or RESOURCE                                                           | SOURCE      | IDENTIFIER                               |
|-------------------------------------------------------------------------------|-------------|------------------------------------------|
| Antibodies                                                                    |             |                                          |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 594  | Invitrogen  | Cat# A11005;<br>RRID:AB_2534073          |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 | Invitrogen  | Cat# A11008;<br>RRID:AB_143165           |
| Anti-Albumin antibody                                                         | Abcam       | Cat# ab207327;<br>RRID:AB_2755031        |
| Albumin Monoclonal antibody                                                   | Proteintech | Cat# 66051-1-Ig;<br>RRID:AB_1104232<br>0 |
| Anti-E Cadherin antibody                                                      | Abcam       | Cat# ab231303;<br>RRID:AB_2923285        |
| ZO-1 Monoclonal antibody                                                      | Invitrogen  | Cat# 33-9100;<br>RRID:AB_87181           |
| Cytokeratin 19 Polyclonal antibody                                            | Proteintech | Cat# 10712-1-AP;<br>RRID:AB_2133325      |
| AFP Polyclonal antibody                                                       | Proteintech | Cat# 14550-1-AP;<br>RRID:AB_2223933      |
| Anti-Cytokeratin 7 antibody                                                   | Abcam       | Cat# ab181598;<br>RRID:AB_2783822        |
| RBP1 Polyclonal antibody                                                      | Proteintech | Cat# 22683-1-AP;<br>RRID:AB_1118238<br>1 |
| Desmin Monoclonal antibody                                                    | Proteintech | Cat# 67793-1-Ig;<br>RRID:AB_2918557      |
| Bacterial and virus strains                                                   |             |                                          |
| None                                                                          |             |                                          |

|                                               |             |                |
|-----------------------------------------------|-------------|----------------|
|                                               |             |                |
|                                               |             |                |
|                                               |             |                |
|                                               |             |                |
| Biological samples                            |             |                |
| None                                          |             |                |
|                                               |             |                |
|                                               |             |                |
|                                               |             |                |
|                                               |             |                |
| Chemicals, peptides, and recombinant proteins |             |                |
| Advanced DMEM/F-12                            | Gibco       | Cat# 12634028  |
| DMEM, high glucose, HEPES, no phenol red      | Gibco       | Cat# 21063029  |
| Fetal Bovine Serum                            | Gibco       | Cat# 10500064  |
| HEPES(1M)                                     | Gibco       | Cat# 15630-080 |
| GlutaMAX™_(100X)                              | Gibco       | Cat# 35050-061 |
| B27 Supplement 50X                            | Gibco       | Cat# 17504001  |
| N2 Supplement 100X                            | Gibco       | Cat# 17502001  |
| TrypLE Express Enzyme (1X), no phenol red     | Gibco       | Cat# 12604013  |
| Cellsaving                                    | NCM Biotech | Cat# C40100    |
| specific hepatic stellate cell medium         | Procell     | Cat# CM-M041   |
| Nicotinamide                                  | Sigma       | Cat# N0636     |
| N-Acetylcysteine                              | Sigma       | Cat# A9165     |
| 30% Bovine Serum Albumin solution             | Sigma       | Cat# 9048-46-8 |
| R-spondin1                                    | R&D         | Cat# 7150-RS   |
| mEGF                                          | Gibco       | Cat# PMG8043   |
| A83-01                                        | stemcell    | Cat# 72022     |
| mNoggin                                       | peprotech   | Cat# 250-38    |
| Gastrin                                       | Sigma       | Cat# G9145     |

|                                       |             |                   |
|---------------------------------------|-------------|-------------------|
| Wnt3a                                 | peprotech   | Cat# 31520        |
| FGF10                                 | peprotech   | Cat# 100-26       |
| HGF                                   | peprotech   | Cat# 100-39       |
| Y27632                                | Selleckchem | Cat# S1049        |
| FGF7                                  | peprotech   | Cat# 100-19       |
| CHIR99021                             | Tocris      | Cat# 4423/10      |
| Dexamethsone                          | Sigma       | Cat# D4902        |
| DAPT                                  | Sigma       | Cat# D5942        |
| Rhodamine 123                         | Sigma       | Cat# 83702        |
| +/-Verapamil hydrochloride            | Sigma       | Cat# V4629        |
| 1X RBC Lysis Buffer                   | Invitrogen  | Cat# 00-4333-57   |
| DAPI Solution                         | Thermo      | Cat# 62248        |
| DPBS. no calcium.no magnesium         | Gibco       | Cat# 14190250     |
| Percoll                               | Biosharp    | Cat# BS909-100ml  |
| CD326 (EpCAM) MicroBeads              | Miltenyi    | Cat# 130-105-958  |
| Rinsing Solution                      | Miltenyi    | Cat# 130-091-222  |
| BSA Stock Solution                    | Miltenyi    | Cat# 130-091-376  |
| Penicillin/Streptomycin 100X          | Gibco       | Cat# 15140-122    |
| NaCl                                  | Sangon      | Cat# A501218      |
| KCl                                   | Sangon      | Cat# A610440-0500 |
| MgCl <sub>2</sub> . 6H <sub>2</sub> O | Sangon      | Cat# A601336-0500 |
| MgSO <sub>4</sub> . 7H <sub>2</sub> O | Sangon      | Cat# A610329-0500 |
| Na <sub>2</sub> HPO <sub>4</sub>      | Sangon      | Cat# A501727-0500 |
| KH <sub>2</sub> PO <sub>4</sub>       | Sangon      | Cat# A501211-0500 |
| D-(+)-Glucose                         | Sangon      | Cat# A100188-0500 |
| NaHCO <sub>3</sub>                    | Sangon      | Cat# A100865-0500 |
| CaCl <sub>2</sub> . 2H <sub>2</sub> O | Sangon      | Cat# A610050-0500 |
| DNase I                               | Stemcell    | Cat# 07470-100mg  |
| HBSS                                  | Procell     | Cat# PB180323     |

|                                                                                     |                   |                |
|-------------------------------------------------------------------------------------|-------------------|----------------|
| Nycodenz                                                                            | Accurate Chemical | Cat# AN1002424 |
| VeZol                                                                               | Vazyme            | Cat# R411-02   |
| iTaq™ Universal SYBR®                                                               | Bio-rad           | Cat# RR047A    |
| 4% PFA                                                                              | Biosharp          | Cat# BL539A    |
| Growth Factor Reduced (GFR) Basement<br>Membrane Matrix, Phenol Red-free, LDEV-free | Corning           | Cat# 356231    |
| Human DiO-Low Density Lipoprotein(Human<br>DiO-LDL)                                 | MKBio             | Cat# MP6008    |
| Dimethyl sulfoxide                                                                  | Sigma             | Cat# D5879     |
| Fluoromount-G                                                                       | SouthernBiotech   | Cat# 0100-01   |
| HistoGel™ Specimen Processing Gel                                                   | Epredia           | Cat# HG4000012 |
| PBS (10X)                                                                           | Gibco             | Cat# 70011044  |
| Critical commercial assays                                                          |                   |                |
| High Activity General Tissue Enzymatic Digestion<br>Kit                             | RWD               | Cat# DHGT-5004 |
| Mouse Albumin ELISA Kit                                                             | Bethyl            | Cat# E99-134   |
| PrimeScript™ RT reagent Kit with gDNA Eraser<br>(Perfect Real Time)                 | Takara Bio        | Cat# 1725122   |
| Urea Detection Kit                                                                  | Solarbio          | BC1535         |
| Mouse Cytochrome P450 (CYP450) ELISA<br>Research Kit                                | Macklin           | P770740        |
| Deposited data                                                                      |                   |                |
| Bulk RNA-seq                                                                        | This paper        | To be uploaded |
| Smart-seq                                                                           | This paper        | To be uploaded |
|                                                                                     |                   |                |
|                                                                                     |                   |                |
|                                                                                     |                   |                |
| Experimental models: Cell lines                                                     |                   |                |
| None                                                                                |                   |                |

|                                                                             |                |     |
|-----------------------------------------------------------------------------|----------------|-----|
|                                                                             |                |     |
|                                                                             |                |     |
|                                                                             |                |     |
|                                                                             |                |     |
| Experimental models: Organisms/strains                                      |                |     |
| BALB/c mice, male                                                           | Cyagen BioTech | N/A |
|                                                                             |                |     |
|                                                                             |                |     |
|                                                                             |                |     |
|                                                                             |                |     |
|                                                                             |                |     |
| Oligonucleotides                                                            |                |     |
| Primer: <i>Actb</i> Forward for total mouse cDNA:<br>GGCTGTATTCCCCTCCATCG   | This paper     | N/A |
| Primer: <i>Actb</i> Reverse for total mouse cDNA:<br>CCAGTTGGTAACAATGCCATG  | This paper     | N/A |
| Primer: <i>Alb</i> Forward for total mouse cDNA:<br>TCCAAACCTCCGTGAAAACCTAT | This paper     | N/A |
| Primer: <i>Alb</i> Reverse for total mouse cDNA:<br>TGTGTTGCAGGAAACATTCGT   | This paper     | N/A |
| Primer: <i>Hnf4α</i> Forward for total mouse cDNA:<br>CACGCGGAGGTCAAGCTAC   | This paper     | N/A |
| Primer: <i>Hnf4α</i> Reverse for total mouse cDNA:<br>CCCAGAGATGGGAGAGGTGA  | This paper     | N/A |
| Primer: <i>Krt7</i> Forward for total mouse cDNA:<br>AGGAGATCAACCGACGCAC    | This paper     | N/A |
| Primer: <i>Krt7</i> Reverse for total mouse cDNA:<br>CACCTTGTTCTGTAGGCG     | This paper     | N/A |
| Recombinant DNA                                                             |                |     |

|                         |                          |                  |
|-------------------------|--------------------------|------------------|
| None                    |                          |                  |
|                         |                          |                  |
|                         |                          |                  |
|                         |                          |                  |
|                         |                          |                  |
| Software and algorithms |                          |                  |
| GraphPad Prism 9        | GraphPad<br>Software Inc | RRID: SCR_002798 |
|                         |                          |                  |
|                         |                          |                  |
|                         |                          |                  |
|                         |                          |                  |
| Other                   |                          |                  |
| Single Cell Tube        | RWD                      | Cat# SCT-25      |
| LS Separation columns   | XinBio                   | Cat# 92-01-0011  |
| Direct-zol RNA MiniPrep | Zymo Research            | Cat# R2052       |
|                         |                          |                  |
|                         |                          |                  |

How the deposited data were processed for this re-analysis (not part of the article)

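The deposited data hold 24 libraries from mouse liver cultures, of which 21 are bulk poly(A) libraries and 3 are Smart-Seq libraries. The bulk libraries comprise primary hepatocytes (Pri-Hep), hepatocyte organoids (Hep-Orgs) at P1, P5 and P10, and cholangiocyte organoids (Cho-Orgs) at P0, P5 and P10, with 3 libraries in each group. The Smart-Seq libraries comprise 1 library each of grape-like, intermediate and round-like Hep-Orgs at P0.

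The authors gave each experiment as a separate table of FPKM. The authors scaled the read counts of each library by 1 factor with edgeR before differential expression. The paper's text does not name the aligner, the counting program, the genome build or the annotation release. In the hepatocyte table, FPKM multiplied by the listed gene length was a whole multiple of 1 step per library, which gave the fragments per gene. Of the 31053 identifiers in that table, 30934 are in GENCODE M21 and 29769 have the same coordinates there. The symbols of 38 genes occur more than once, and these genes were kept apart by identifier. The cholangiocyte and Smart-Seq tables list genes by symbol without lengths. Their depth was estimated from the steps between the values of low genes and the lengths of genes with a single transcript in GENCODE M21, and is approximate.

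The recovered totals in the hepatocyte table were between 14068906 and 27160365 fragments per library. The estimated depth was 37410000 to 39960000 fragments in the cholangiocyte table and 40080000 to 40320000 in the Smart-Seq table. The 10 most abundant genes took 20.9% to 21.8% of the summed FPKM in the hepatocyte table, 13.5% to 16.8% in the cholangiocyte table and 9.48% to 13.1% in the Smart-Seq table. A level at or under 3 fragments was treated as the floor, and a fold change against a group at the floor is given as a bound. Intervals and floors cover counting error only.

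The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Values were compared as log2(FPKM + 1). Genes with an FPKM of at least 1 in at least 3 libraries of a table were tested, which left 10986 genes in the hepatocyte table and 11593 in the cholangiocyte table. All groups of a table were fitted together with lmFit and eBayes with trend. The tests were two-sided, and the Benjamini-Hochberg method was applied within each comparison with a threshold of 0.05. The separation of groups was tested by an exact permutation of libraries between groups, on distances of 1 minus the Spearman correlation. The slope of each drawn marker over 3 passages was tested by an exact permutation over all arrangements of 9 libraries. Lists of genes were tested with camera, with an inter-gene correlation of 0.01, and with fry. The 3 tables were never fitted together, since each was normalized on its own.

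The replicate numbers in the labels were not taken as pairs in the main model. For libraries of different groups, the median correlation of their deviations from the group mean was -0.0016 over the 18 pairs with the same number and -0.0018 over the 36 other pairs in the hepatocyte table. The same medians were -0.0063 over 9 pairs and -0.0030 over 18 pairs in the cholangiocyte table. A replicate block was tried as an alternative.

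Each model was tested on simulated data with 200 changed genes and a biological coefficient of variation of 0.05. In the design of the hepatocyte table, 93.5% of changes of log2 0.5 were recovered, and in the design of the cholangiocyte table 99.5%. Changes of log2 1 and 2 were recovered in 100% of the cases in both designs. With changes of log2 0.5, 1 and 2, false calls were 6 of 193, 11 of 211 and 8 of 208 genes called in the hepatocyte design. In the cholangiocyte design they were 13 of 212, 19 of 219 and 7 of 207.

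The lists were the 7 lists of Fig. 3 with 108 genes, the 3 panels of drawn markers of Fig. 1C, Fig. 2C and Fig. 5B and C, and 16 further lists. The further lists covered proliferation, glucocorticoid targets, Wnt targets, Notch targets, the pericentral and periportal zones, Y-linked genes, Xist, Kupffer cells, liver sinusoidal endothelial cells, stellate cells, blood lineages, cholangiocytes, hepatocyte secreted and housekeeping genes, dedifferentiation in culture, and the response to dissociation. Genes were named by a fixed rule. It takes every gene that the paper names for the RNA sequencing or draws in Fig. 1C, Fig. 2C, Fig. 5B or Fig. 5C. It adds the genes of the lists that pass the adjusted threshold or are the highest expressed. For each comparison it adds up to 5 genes in each direction with the largest fold change among those past the threshold whose groups do not overlap, passing over genes without a name.

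The alternatives were a pseudocount of 0.1, all genes with an FPKM above 0, genes with a mean FPKM of at least 5, FPKM rescaled to TPM, median-ratio size factors, eBayes without trend, a replicate block, a fold change of at least 1 in log2, and fits of only the 2 groups compared. For the separation of groups, Euclidean distance, the 500 genes of highest variance and unit variance were tried. For trends, passage number took the place of passage order, and each replicate number was left out in turn. The comparisons, tests, lists, naming rule and these alternatives were set before the data were examined. Limma-voom on the recovered fragments was added after the data had been seen. The raw reads, imaging, staining, quantitative PCR and secretion assays were not used here.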

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

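All tests of explanations in this part were chosen after the results they bear on had been seen. No group held 4 or more libraries, so single libraries were not tested against the rest of their group.

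Mmp7, Eef1a1, Spp1, Clu and Lcn2 were the 5 most abundant genes in Pri-Hep outside mitochondrial genes, ribosomal protein genes and the genes drawn in the figures, and the paper does not report on them. Their means in Pri-Hep were 9712 ± 236 FPKM (SD, n = 3) for Mmp7, 6542 ± 263 for Eef1a1, 3144 ± 56.7 for Spp1, 2829 ± 55.3 for Clu and 2530.4 ± 40.8 for Lcn2. In Cho-Orgs at P0, Mmp7 had 2416, Eef1a1 6265, Spp1 3682, Clu 6002 and Lcn2 6426 FPKM. Eef1a1 is abundant in each of the tables and says little about the kind of cell.

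These levels belong to a wider pattern, in which almost no gene differed between Pri-Hep and Hep-Orgs. The model recovered 93.5% of simulated changes of log2 0.5, which argues against missed changes of that size at the simulated spread. A library deposited more than 1 time would give a pair with a chi-square per gene near 0, and the lowest median over the 66 pairs was 0.660. One factor per library cannot remove differences between genes. An adjustment of the FPKM gene by gene would break the whole multiples of 1 step per library. These held for 100% of the values in each of the 12 libraries, which argues against such a scaling as the cause. A change of the read counts to other whole numbers before that step would keep the multiples, so the check cannot exclude it. A mature hepatocyte state kept in culture would put the abundant hepatocyte genes at the top in Pri-Hep. But the median rank of 10 hepatocyte secreted and housekeeping genes was 3678 there. The same genes had a median rank of 97.5 in the grape-like, 42 in the intermediate and 491.5 in the round-like Smart-Seq library. Their median level in Pri-Hep was 12.9 FPKM, and the highest was Ttr with 419 FPKM.

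RNA of organoids or of biliary cells in the libraries named Pri-Hep is a candidate explanation that the tables leave standing. The median rank of the 10 cholangiocyte genes in Pri-Hep was 550, with a median level of 88.7 FPKM, and 9 of the 10 had at least 1 FPKM. Of these genes, Krt7, Krt19, Epcam and Sox9 are drawn in the paper's figures, and Spp1 is also in the list for dedifferentiation in culture. The paper describes the primary hepatocytes as selected against EpCAM, and Epcam had 269 ± 5.4 FPKM (SD, n = 3) in Pri-Hep. Whether 1 RNA pool or 1 culture lies behind all 12 libraries cannot be told apart from separate cultures that differ little. The median chi-square was 0.766 over all pairs, 0.718 within groups and 0.785 between groups, with 0.455 for counting noise alone, and the noise of library preparation is not known. Dedifferentiation of hepatocytes before sequencing stays open and was not tested.

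The counts of changed genes were set beside the 10 splits of the same 6 libraries, the real one included, so that the smallest share possible is 0.1. For P1 against Pri-Hep and for P10 against P5, 1 of the 10 splits, the real one, gave as many genes. For P5 against Pri-Hep 2 did, the real one and 1 other. Among the 4 splits that part all 3 replicate numbers, 1, 1 and 2 did in the same order. For these 3 comparisons the role of the grouping stays open. For P10 against Pri-Hep, P5 against P1 and P10 against P1, the real count was 0 (730, 436 and 986 genes at an unadjusted p under 0.05), so 10 of 10 splits reach it by construction and the share decides nothing. The same holds for the Fig. 3 lists, where 0 lists passed in the real grouping and 100 of 100 drawn splits reach that count. In Cho-Orgs, 1 of 10 splits, the real one, reached the 6559 genes from P0 to P5, the 8384 from P0 to P10 and the 7132 from P5 to P10, and the highest other counts were 1, 0 and 0 genes. The real grouping of the 9 libraries was also the most extreme of 280 partitions (one-sided exact permutation test, p = 0.00357), which argues against a grouping by chance in Cho-Orgs.

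Xist, which the paper does not report on, had a mean of 181 ± 5.84 FPKM (SD, n = 12) over the libraries of Pri-Hep and Hep-Orgs, between 170.6 and 190.9 FPKM. The paper's Table S2 lists male mice. Male cells would give no Xist and fragments on Y-linked genes, but 727428 fragments lay on Xist and 1 fragment on the 4 Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y, among 223866737 fragments. This argues against male cells as the source of these 12 libraries. Xist had 59.5, 87.6 and 147.8 FPKM in Cho-Orgs at P0, P5 and P10, and 45.2, 31.4 and 50.2 FPKM in the grape-like, intermediate and round-like libraries. The Y-linked genes are not listed in those 2 tables, so no fragments can be counted there. Apart from male cells, no explanation was tested.

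Genes of other liver cells, which the paper does not discuss for these organoids, were high in the grape-like library. The 9 Kupffer cell genes had a median of 555 FPKM there, against 130.3 in the intermediate and 93.1 in the round-like library, with the highest level in C1qa at 771 FPKM. The median log2 ratio of grape-like to round-like was 2.59, and 2.64 with median-ratio size factors, which argues against scaling between libraries. Macrophages, endothelial and stellate cells among the picked organoids are a candidate explanation. It needs the other lists to be higher too, and the 8 endothelial genes had a median log2 ratio of 2.18 with Stab1 highest at 91.8 FPKM. The 9 stellate cell genes had 1.83 with Dcn highest at 658 FPKM. In Pri-Hep, 0 of the 9 Kupffer, 0 of the 8 endothelial and 2 of the 9 stellate genes had at least 1 FPKM. The lists share no gene with each other, and of the stellate genes the paper names Col1a1 and, as Desmin, Des. With 1 library per subtype, it stays open whether the grape-like shape or the picked sample carries these cells.

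Lor, which the paper does not name, had 0.634 FPKM in Cho-Orgs at P0, 5.06 at P5 and 102.0 ± 4.96 FPKM (SD, n = 3) at P10. With median-ratio size factors its log2 fold change from P0 to P10 was 5.93 (main value 5.98), higher in 3 of 3 libraries, which argues against scaling between libraries. The size of the rise depends on the pseudocount of 1, which lies above the level at P0, and it reached 7.12 across the other settings. Passage is confounded with time in culture, and a change in the cells over passages stays an untested hypothesis.

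Epcam moved in opposite directions from P5 to P10. It was higher by a log2 fold change of 0.063 (standard error 0.021, adjusted p = 0.275) in Hep-Orgs and fell by 0.91 on the log2 scale (standard error 0.05, adjusted p = 8.43e-07) in Cho-Orgs. In each kind of organoid the 3 libraries of P10 did not overlap the 3 of P5, which chance gives for 10% of genes. Among all tested genes this held for 17.1% in Hep-Orgs and 74.2% in Cho-Orgs, so it says little by itself. The difference between the 2 kinds of organoid was not tested. Of 11 drawn markers it was the only one with opposite moves of this kind. The change in Hep-Orgs failed the adjusted threshold, and the tables were normalized separately, so no technical or biological explanation was tested.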

How the results depend on the processing

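None of the tests in this part was chosen after a result was seen except limma-voom. It was run for the hepatocyte table only, since whole fragments were recovered there alone, and the planned edgeR or DESeq2 on read counts was not run. The cause of the changes below was not tested unless stated.

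Among the main results with all replicates kept, 117 values under other settings kept their direction and side of the threshold or, for counts, stayed within 1.5 times, and 24 counts moved further, or to or from 0. Within that limit, the count in Cho-Orgs from P0 to P5 was 4471 with a mean FPKM of at least 5, against 6559. An equal count need not hold the same genes. With only the 2 groups, 1 gene passed at P1 and 1 at P5 against Pri-Hep, and with all genes above 0 FPKM 1 passed at P1, and 0 of these were among the genes of the main model. Without trend in eBayes, with the replicate block, and with a log2 fold change of at least 1, 0 genes passed at P1 against Pri-Hep, at P5 against Pri-Hep and at P10 against P5. At an unadjusted p under 0.05, eBayes without trend gave 836, 1060 and 1183 genes and the replicate block 914, 1171 and 1246. With the fold change limit, 889 genes changed in Cho-Orgs from P0 to P5, 1836 from P0 to P10 and 951 from P5 to P10, by construction a part of the main counts. With all genes above 0 FPKM, 4 genes passed at P5 against Pri-Hep, 2 at P10 against Pri-Hep, 1 at P5 against P1 and 0 at P10 against P5 (1782 unadjusted). With a mean FPKM of at least 5, 7 genes passed at P5 against Pri-Hep. With TPM, 3 genes passed at P5 against Pri-Hep and 1 at P5 against P1. With only the 2 groups, 0 genes passed at P10 against P5 (1213 unadjusted). Limma-voom gave 30 genes at P1 against Pri-Hep, 39 at P5 against Pri-Hep, 29 at P10 against P1 and 28 at P10 against P5, of which 1, 1, 0 and 2 were among the genes of the main model.

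Across the 3 fits that each left out 1 replicate number, the count ranged from 0 to 3 at P1 against Pri-Hep and at P5 against P1 (3 without replicate 2 in each), from 0 to 0 at P5 against Pri-Hep (823 to 1114 unadjusted), and from 0 to 2 at P10 against P5 (2 without replicate 1). At P10 against Pri-Hep and at P10 against P1 it was 0 in each fit. In Cho-Orgs it ranged from 4268 (without replicate 3) to 5269 from P0 to P5, from 6546 to 7392 from P0 to P10 and from 5038 to 6168 from P5 to P10. Fewer libraries lower the power by construction. For all Hep-Orgs against Pri-Hep, the median log2 fold change ranged from -0.0255 to 0.0094 for glycogen, from -0.0217 to 0.0024 for cytochrome, from -0.00082 to 0.0154 for glucose, from -0.0157 to 0.0017 for steroid and from -0.0043 to 0.0102 for complement genes, with both signs in each. It kept its sign for lipid metabolism (0.0113 to 0.0203) and the urea cycle (0.00058 to 0.0495). The separation ranged from 1.02 (without replicate 2) to 1.06 (without replicate 1) for the 4 hepatocyte groups, with exact permutation p-values of 0.0476 to 0.1905. For the 3 cholangiocyte groups it ranged from 10.1 to 15.5, with an exact permutation p = 0.0667 in each, the smallest possible. Markers with a trend numbered from 0 to 1 in Hep-Orgs (Gstm1, without replicate 2, exact permutation p = 0.0222) and 3 in each fit in Cho-Orgs.

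Single genes reversed in 9 settings. In Hep-Orgs the slope of Krt19 was -0.00047 under TPM and ranged from -0.0092 (without replicate 1) to 0.0056, that of Cyp3a11 from -0.0011 (without replicate 1) to 0.053 and that of Afp from -0.063 (without replicate 3) to 0.039. In all Hep-Orgs against Pri-Hep, the log2 fold change ranged from -0.071 to 0.079 (without replicate 3) for Alb, from -0.073 (without replicate 1) to 0.073 for Cyp1a2, from -0.068 (without replicate 1; -0.0056 without replicate 2) to 0.13 for Cyp3a11 and from -0.0023 (without replicate 2) to 0.031 for Krt19. With all replicates, 534 other values of single genes kept their direction and side of the threshold or moved by less than their error, 16 became weaker, 2 became stronger and 30 moved, the last all marker ratios of the Smart-Seq libraries. Without a replicate, 172 kept them, 19 became weaker and 2 stronger. Rplp2, Rps25 and Rpl39, past the threshold in Hep-Orgs, failed it in each fit that left out a replicate, with adjusted p-values of 0.0918 to 0.388. In Cho-Orgs the slope of Sox9 had an exact permutation p = 0.0500 under TPM.

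TPM moved the median log2 fold change of all genes in Cho-Orgs from P0 to P5 to 0.11, against 0.06 as deposited and -0.015 with median-ratio size factors. The depth limits genes at or under 3 fragments to bounds. Such genes take part in the lists for Cho-Orgs, and the median of the stellate list from P0 to P10 was -2.34 with them at the bound, against -2.36.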

Differences from the paper's values

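No test in this part was chosen after a result was seen. Of 42 values that could be compared with the paper's, 1 differed by more than 1.5 times. Smaller gaps were not counted, such as PC1 of the Cho-Orgs with 74.2% of the variance, against about 83% in Fig. 5A, read by eye. In Cho-Orgs, PC2 took 19.7% of the variance, against the paper's value of about 8.5% in Fig. 5A, read by eye. With the 500 genes of highest variance it took 15.6%, with a pseudocount of 0.1 19.8%, with unit variance 26.0%, and without replicate 1, 2 or 3 it took 18.5%, 19.4% and 19.0%. None of these alternatives, all set before the data were examined, closed the gap.

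The paper places Hnf4a higher in the grape-like than in the round-like organoids, and here it had 22.9 FPKM in the grape-like and 36.5 FPKM in the round-like library. Its Fig. 1C, read by eye, has the same order, with about 23 and about 37 FPKM, so the text of the paper differs from its figure. The paper describes a fall of Sox9 in Cho-Orgs over passages, and the log2 fold change from P0 to P5 was 0.13 (adjusted p = 0.235), from 0.04 to 0.30 across the fits that each left out 1 replicate number (0.30 without replicate 2, adjusted p = 0.00622). It fell from P0 to P10. In Fig. 5B, read by eye, Sox9 has about 15, about 16 and about 9.4 FPKM at P0, P5 and P10. The paper describes Krt8 as stable in Cho-Orgs, and its log2 fold change from P0 to P5 was -0.51 (adjusted p = 0.000558). In Fig. 5B, read by eye, Krt8 has about 1100, about 770 and about 860 FPKM. The paper calls Cho-Orgs at P10 negative for Alb, and the 3 libraries there had 0.534 to 0.647 FPKM, from about 47.7 to 56.7 fragments each. The paper states that Krt7 and Krt19 were not expressed again in Hep-Orgs, and Krt7 had 50.2 FPKM and Krt19 240 FPKM over all Hep-Orgs, with 48.6 and 237 FPKM in Pri-Hep. The paper ranks albumin in Hep-Orgs below primary hepatocytes, from secretion in Fig. 2E and, in its discussion, as expression. The log2 fold change of Alb RNA was -0.0021 (adjusted p = 0.994, limma). RNA and secreted protein are different measures, and the Pri-Hep libraries ranked hepatocyte genes low, so this is no direct contradiction. The paper ascribes periportal and pericentral functions to its hepatocyte organoids, and Pck1 was listed at 0 and Cyp2e1 at 0 FPKM in the 9 libraries of Hep-Orgs. Of the same lists, 5 of 8 pericentral and 3 of 8 periportal genes passed the filter on low values, with Glul at 221 FPKM and Ass1 at 42.6 FPKM over all Hep-Orgs.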

Other observations

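The tests of explanations in this part were chosen after the results had been seen.

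In Cho-Orgs, the median log2 fold change from P0 to P10 of the 10 hepatocyte secreted and housekeeping genes was -6.78 (camera, adjusted p = 7.14e-08), with 10 of 10 lower. It was -6.84 with median-ratio size factors, which argues against scaling between libraries. Hepatocytes carried into the first culture and then lost may lie behind this fall. In that case genes that only hepatocytes express would fall by 1 factor, and Alb changed by -6.21 more than Trf on the log2 scale. The 2 cases cannot be told apart, since Trf had 98.5 FPKM at P10 and the organoid cells could hold a level of their own. The median of the 10 proliferation genes was -3.36 (camera, adjusted p = 2.04e-07), and -3.43 with median-ratio size factors, which argues against scaling as the cause. Mki67 had 37.3, 15.8 and 1.27 FPKM at P0, P5 and P10. A slower growth of the later passages stays a hypothesis that was not tested, since the time of sampling after passage is not in the labels.

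The other lists in Cho-Orgs from P0 to P10 had medians of -2.33 for glucocorticoid targets (camera, adjusted p = 0.000226), -1.34 for pericentral genes (0.00728), -0.53 for dedifferentiation in culture (0.0210), -1.58 for periportal genes (0.0526), -2.36 for 3 tested stellate genes (0.164), -0.40 for Wnt targets (0.182), 0.11 for Notch targets (0.941), 0.71 for 2 blood lineage genes (0.707), -0.10 for cholangiocyte genes (0.637) and -0.38 for the response to dissociation (0.209). The 5 lists past the threshold with camera, the hepatocyte and proliferation lists included, also passed with fry. With fry, every list but the Notch targets passed, with adjusted p-values between 5.22e-10 and 0.0468. The Kupffer cell genes had at most 0.755 FPKM (C1qa at P0) and the endothelial genes at most 1.35 FPKM (Ptprb at P5).

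In all Hep-Orgs against Pri-Hep, 0 of the 11 further lists that could be tested passed with camera or fry. The medians were 0.02 for proliferation, -0.02 for glucocorticoid targets, 0.02 for Wnt targets, -0.06 for Notch targets, 0.03 for stellate cells, 0.01 for cholangiocytes, 0.04 for hepatocyte secreted and housekeeping genes, 0.00037 for dedifferentiation in culture and 0.02 for the response to dissociation, and the adjusted camera p-values of the 11 lists lay between 0.282 and 0.763. Under TPM the median for dedifferentiation was -0.0041. At an unadjusted p under 0.05 these 9 lists held 0, 3, 1, 1, 0, 0, 1, 2 and 1 genes. Adjusted over the list alone, 3 of 6 glucocorticoid targets, 1 dedifferentiation gene and 1 gene of the response to dissociation passed the threshold. Adjusted over all genes tested, 0 of them did. The log2 fold changes of the 6 glucocorticoid targets lay between -0.41 and 0.07. The panels of drawn markers had medians of 0.02 for Fig. 2C, 0.02 for Fig. 5B and C and 0.0017 for Fig. 1C, with adjusted camera p-values of 0.350, 0.350 and 0.421. The panel of Fig. 1C had a median of -0.0039 under TPM. The highest blood lineage gene in Pri-Hep was S100a9 with 0.401 FPKM, and the highest endothelial gene was Fcgr2b with 0.125 FPKM.

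The glucocorticoid target Fkbp5 had 256 ± 5.71 FPKM (SD, n = 3) in Pri-Hep and 257 ± 4.04 (SD, n = 9) over all Hep-Orgs. It had 26.3, 22.4 and 8.62 FPKM in Cho-Orgs at P0, P5 and P10, and 26.3, 20.8 and 21.8 FPKM in the grape-like, intermediate and round-like libraries. The paper's Table S1 lists dexamethasone in the medium of the Hep-Orgs and not in that of the Cho-Orgs.

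Between the grape-like and the round-like library, the median log2 ratio of all genes was -0.13. It was 2.43 for the hepatocyte secreted and housekeeping genes (percentile 100 among matched random lists), -2.38 for cholangiocyte genes (0), -0.83 for proliferation (0.07), 0.87 for glucocorticoid targets (98.9), -1.78 for Wnt targets (0), -0.64 for 3 Notch targets (13), 0.39 for pericentral genes (92.6), 0.58 for periportal genes (91.8), -0.48 for dedifferentiation (22.5) and -0.01 for the response to dissociation (78.6). Alb and Hnf4a were lower in the grape-like than in the intermediate library, with log2 ratios of -0.65 and -1.74. Dilution by RNA of other cells may contribute, and the median of the hepatocyte genes was -1.27. This stays open, since 8 of the 10 genes were lower and Apoa1 (0.30) and Apoa2 (1.96) were higher, and the subtypes have 1 library each. Dilution and a lower level per hepatocyte cannot be told apart.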
